# *Anopheles aquasalis* transcriptome reveals autophagic responses to *Plasmodium vivax* midgut invasion

**DOI:** 10.1186/s13071-019-3506-8

**Published:** 2019-05-24

**Authors:** Rosa Amélia Gonçalves Santana, Maurício Costa Oliveira, Iria Cabral, Rubens Celso Andrade Silva Junior, Débora Raysa Teixeira de Sousa, Lucas Ferreira, Marcus Vinícius Guimarães Lacerda, Wuelton Marcelo Monteiro, Patrícia Abrantes, Maria das Graças Vale Barbosa Guerra, Henrique Silveira

**Keywords:** Malaria transmission, *Anopheles* mosquitoes, Host parasite interactions, *Plasmodium vivax*, Malaria control, Autophagy

## Abstract

**Background:**

Elimination of malaria depends on mastering transmission and understanding the biological basis of *Plasmodium* infection in the vector. The first mosquito organ to interact with the parasite is the midgut and its transcriptomic characterization during infection can reveal effective antiplasmodial responses able to limit the survival of the parasite. The vector response to *Plasmodium vivax* is not fully characterized, and its specificities when compared with other malaria parasites can be of fundamental interest for specific control measures.

**Methods:**

Experimental infections were performed using a membrane-feeding device. Three groups were used: *P. vivax-*blood-fed, blood-fed on inactivated gametocytes, and unfed mosquitoes. Twenty-four hours after feeding, the mosquitoes were dissected and the midgut collected for transcriptomic analysis using RNAseq. Nine cDNA libraries were generated and sequenced on an Illumina HiSeq2500. Readings were checked for quality control and analysed using the Trinity platform for *de novo* transcriptome assembly. Transcript quantification was performed and the transcriptome was functionally annotated. Differential expression gene analysis was carried out. The role of the identified mechanisms was further explored using functional approaches.

**Results:**

Forty-nine genes were identified as being differentially expressed with *P. vivax* infection: 34 were upregulated and 15 were downregulated. Half of the *P. vivax*-related differentially expressed genes could be related to autophagy; therefore, the effect of the known inhibitor (wortmannin) and activator (spermidine) was tested on the infection outcome. Autophagic activation significantly reduced the intensity and prevalence of infection. This was associated with transcription alterations of the autophagy regulating genes *Beclin*, *DRAM* and *Apg8*.

**Conclusions:**

Our data indicate that *P. vivax* invasion of *An. aquasalis* midgut epithelium triggers an autophagic response and its activation reduces infection. This suggests a novel mechanism that mosquitoes can use to fight *Plasmodium* infection.

**Electronic supplementary material:**

The online version of this article (10.1186/s13071-019-3506-8) contains supplementary material, which is available to authorized users.

## Background

Malaria is still an important public health problem in several tropical countries. In 2016, 216 million cases of malaria were diagnosed; Brazil had 18% of all malaria cases that were confirmed by the World Health Organization (WHO) for the region of the Americas [1], and 99.5% of the Brazilian cases were in the Legal Amazon [2] where *Plasmodium vivax* is the predominant species accounting for 85% of reported cases [3].

*Anopheles aquasalis* is an important vector in coastal areas of South America [4, 5]. Since its colonization it has been used for *Plasmodium* experimental infections for research, revealing a robust model to study the interaction of American vectors with *Plasmodium* species [6].

Inside the mosquito midgut the *Plasmodium* gametocyte-to-ookinete-to-oocyst transition is completed within the first 24 hours. The ingested parasite populations suffer substantial losses during this process which corresponds to the most critical population bottleneck of the entire parasite life-cycle; more often than not, transmission is terminated at this stage [7–9]. Invasion of the malaria vector *Anopheles gambiae* midgut by *Plasmodium* parasites triggers transcriptional changes of genes that mediate the antiparasitic defence [10] and, thus, the ability of these mosquitoes to transmit malaria [11]. Moreover, several mechanisms are triggered by the mosquito in order to combat the intracellular pathogen. Apoptosis is one possibility that has been described during ookinete invasion of the midgut [12]. Another related mechanism is autophagy, an important and well-studied cytosolic response. During macroautophagy, a double membrane vesicle called autophagosome forms around cytosolic components, which subsequently fuse with lysosomes and degrade the vessel’s content [13]. Under certain conditions in *Drosophila*, midgut and salivary gland tissues show both high caspase activity and the formation of autophagosomes [14, 15], suggesting that apoptosis and autophagy may be highly integrated in arthropods.

The upregulation of autophagy can enhance resistance to pathogens, a phenomenon that has also been associated with resistance of the fruit fly *Drosophila melanogaster* to bacterial challenge [16] and of mammalian cells to bacteria, viruses and parasites such as *Toxoplasma gondii* [17–21]. Intriguingly, a *P. falciparum* infection in *Anopheles stephensi* induced a translation of autophagy (ATG) protein mRNAs, including those for key regulators ATG6 and ATG8, in the midgut epithelium at 24 hours after infection [22], which suggests that autophagy is induced early during sporogonic development in the mosquito host. While autophagy induction can control resistance, perhaps contributing to the large-scale death of parasites in the midgut, it is possible that highly conserved regulation of stem cell renewal and differentiation by autophagy could also impact the midgut’s response to parasite infection [23].

Transcriptomic analyses of African and Asian mosquitoes in response to pathogens have generated a wealth of data that can facilitate the development of new anti-malaria tools [24, 25]. More recently, *An. aquasalis* specimens have been analysed for functional annotation creating opportunities for further molecular characterization of genes. The *An. aquasalis* transcriptomes of larvae and adults fed on sugar and on blood revealed valuable information about protein-coding transcripts involved in biological processes relevant to mosquito physiology and development of this new world model [26].

Nevertheless, a deeper understanding of the processes taking part on this critical phase of malaria transmission remains unexplored. Here, we report the transcriptional profile of *An. aquasalis* midgut, in the early stage of *P. vivax* development and invasion of the midgut epithelium. *Via* this profile, we were able to gain insights on a molecular level of how to functionally characterize this critical phase of malaria transmission. Our results revealed the importance of alternative mechanisms, such as autophagy, for the control of *Plasmodium* infection in the mosquito.

## Methods

### Mosquito collections and rearing

*An. aquasalis* were obtained from a well-established colony at the Entomology Department’s insectary at the Fundação de Medicina Tropical Dr Heitor Vieira Dourado, Manaus, Amazonas, Brazil (FMT-HVD). All mosquitoes were reared at 26 °C, 70–80% relative humidity under a 12/12 light/dark photoperiod. Larvae were fed with commercial fish food (Tetramin Gold^®^; Tetra GmbH, Melle, Germany) and adults were fed *ad libitum* on 10% sugar solution. Three- to five-day-old adult females were used in all experiments.

### Blood collection

Adult volunteers (ages ≥ 18 years), residents from the region of Manaus (State of Amazonas, Brazil) with *P. vivax* malaria infection diagnosed by blood smears, were recruited at the Fundação de Medicina Tropical Dr Heitor Vieira Dourado (FMT HVD). All volunteers were instructed on the study objectives. A sample of about 10 ml of venous blood was drawn from each patient and placed in heparinized tubes. After blood collection all patients were treated according to Brazilian Health Ministry guidelines [27].

### *Plasmodium vivax* infection of mosquitoes *via* membrane feeding assay

Adult mosquitoes were sugar starved overnight prior to infection and separated into two experimental groups. One group was offered whole blood from *P. vivax* patients for a period of 45–90 min *via* membrane feeding assay (MFA). Blood was held at 37 °C through a hose system connected to a thermal bath [6]. The second group was treated in similar way, but with inactivated gametocytes as described by Mendes et al. [28]: *P. vivax* infective blood was briefly heated for 15 min at 43 °C, chilled to 37 °C and then offered to the mosquitoes. Only fully engorged mosquitoes were transferred to rearing containers and maintained in the insectary at 26 °C with 70–80% relative humidity and fed *ad libitum* on 10% sugar solution.

### Tissue collection and RNA isolation

Mosquito midguts were collected from pools of 30 mosquitoes, 18–24 h after the blood meal, from each of three groups: (i) *P. vivax-*blood-fed group (*Pv*); (ii) non-infective group (*Bl*; blood-fed using *P. vivax*-blood in which the gametocytes were inactivated); and (iii) unfed group (*Unf*; unfed mosquitoes). Tissues were dissected from mosquitoes submerged in ice-cold phosphate buffered saline (PBS) and transferred to RNAlater (Thermo Fisher Scientific, Massachusetts, USA). Samples were stored at − 20 °C until RNA extraction. Total RNA was extracted using TRIzol Reagent (Thermo Fisher Scientific, Massachusetts, USA) following the manufacturer’s protocol. To eliminate possible contaminant genomic DNA, the RNA samples were treated with RNase-Free DNase I according to manufacturer’s protocol (Qiagen, Hilden, Germany). At 8–9 days post-infection, mosquito midguts were collected to determine the infection rate (number of infected mosquitoes over total number of mosquitoes observed) and infection intensity (mean number of oocysts per infected mosquito). Three independent biological replicates of each experiment were performed.

### RNA-seq library preparation and sequencing

The RNA integrity was confirmed using a 2100 Bioanalyzer (Agilent, California, USA). The RNA-seq library preparation and sequencing were performed using total RNA and an Illumina HiSeq^**®**^ 2500 (Illumina, California, USA) at LaCTAD [Life Sciences Core Facility from State University of Campinas (UNICAMP); https://www.lactad.unicamp.br]. Illumina reads from the *An. aquasalis* mosquitoes were checked for quality control using FastQC v.0.11.5 (https://www.bioinformatics.babraham.ac.uk) and analysed using the Trinity platform for *de novo* transcriptome assembly v.2.4.0 [29]. Trimmomatic was used to trim low-quality reads and high quality paired-end reads were assembled using Trinity Assembler v2.4.0 and aligned using Bowtie2 v.2.3.2 [30]. Transcript quantification was performed using RSEM module v.1.2.25 [31]. Transdecoder v.3.0, Trinotate v.3.0.2, BLAST+ (accessed on 2017/04/26) and HMMER v.3.0 searches were used for functional annotation of the transcriptome produced and to populate a Sqlite database.

Differential expression (DE) analysis was performed using GLM test in the *edgeR* v.3.16.5 package [32] in R. Pairwise comparisons were made between the different group samples. In any given group, a transcript was considered differentially expressed if its adjusted *P*-value to control the false discovery rate (Benjamini–Hochberg adjustment) was less than 0.05 and if log fold change was higher than 1. Differentially expressed genes were further analysed for functional classification using gene ontology analysis on PANTHER (http://www.pantherdb.org) [33]. The dataset has been deposited at the Gene Expression Omnibus under the accession number GSE124997.

### Validation of differentially expressed genes

In order to validate transcriptome analysis, a total of 8 differentially expressed genes between mosquitoes fed on blood with infective *P. vivax* (*Pv*) and fed on blood in which gametocytes were inactivated (*Bl*) were chosen for real-time quantitative PCR analysis which was performed as described in [34]. For this, total RNA was used, and first strand cDNA was synthesized using oligo dT and MMLV Reverse Transcriptase (Promega, Wisconsin, EUA) as described in [35]. The cDNA was used as a template for RT-qPCRs using the primer pairs reported in Additional file 1: Table S1. The primers were derived from the sequences identified in the transcriptome. For all groups, mosquito midguts were collected 18–24 h post-infection in order to determine the levels of expression of the genes in the midgut. Experiments were conducted with three biological replicates, each in triplicate.

### Reverse transcription quantitative real-time PCR (RT-qPCR)

Real-time quantitative PCR was performed on a Fast 7500 instrument (Applied Biosystems, California, USA) with SYBR Green Power Master Mix (Applied Biosystems) using 2 μl of cDNA template in a final volume of 20 μl reaction mixture. Fold-changes of gene expression were analysed using the 2^−ΔΔCT^ method. The ribosomal protein S7 was used as the endogenous control.

### Spermidine and wortmannin treatments

The transcriptome associated to *P. vivax* infection revealed a variety of transcripts that play a key role in autophagy. In order to evaluate the effect of the autophagy process in the outcome of infection, we inoculated mosquitoes with wortmannin (an inhibitor of phosphatidylinositol 3-kinase DPI3K) and spermidine (an autophagy activator) [36, 37]. Three- to four-day-old female mosquitoes were cold-anesthetized and inoculated intrathoraxically with 69 nl of a 5 μM and 0.05 μM solution of wortmannin (Merck, Darmstadt, Germany) or with the same volume of H_2_O Ultra Pure and with 69 nl of a 100 μM solution of spermidine (Sigma) or DMSO (0.05%) using a Nanoject micro-injector (Drummond Scientific, Pennsylvania, USA). Twenty-four hours after injection with the solutions, the mosquitoes were fed with a *P*. *vivax-*infected blood meal as described above. Three independent biological replicates were performed for each experiment. Mosquitoes were dissected 18–24 h after feeding; batches of 20–30 midguts were dissected in cold DEPC-treated phosphate-buffered saline (PBS) and processed for RNA preparation and cDNA synthesis using the same protocols mentioned above. Mosquito midguts were also collected on the 8th day post-infection to determine the prevalence and intensity of infection.

### Gene expression of autophagy related genes

The expression of genes that regulate autophagy (*Beclin*, *DRAM* and *Apg8*) was investigated 18–24 h after *P. vivax* infection and 24 h after inhibition and activation of autophagy (treatment with wortmannin or spermidine) as described above.

*Anopheles aquasalis* mosquitoes were dissected 18–24 h after infection; 20–30 midguts were collected, and RNA and cDNA were prepared as described above. Three independent experiments were performed. Gene expression analysis was carried out by quantitative real-time PCR following the same conditions described above.

### Statistical analysis

For data not normally distributed (oocyst density), two-sample comparisons were done using the non-parametric Mann–Whitney test. The differences in the infection rate between the control group and the tested groups were compared using Fisher’s exact one-tailed test (F). Comparisons of mRNA expression levels obtained by RT-qPCR between the control and the tested groups were done using the Mann–Whitney one-tailed test. Statistical analyses were performed using the software GraphPad Prism v.6.00.

## Results and discussion

### General characterization of midgut transcriptome

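Midguts of Anopheles aquasalis females from an insectary colony were compared in 3 groups of 3 RNAseq libraries, each library made from a pool of midguts. The Pv mosquitoes were fed through a membrane on blood of patients with P. vivax, the Bl mosquitoes on such blood after it had been heated to inactivate the gametocytes, and the Unf mosquitoes received no blood. The authors trimmed the reads with Trimmomatic, assembled them de novo with Trinity, aligned them to the assembly with Bowtie2 and estimated the count of each assembled transcript with RSEM. The values used here are these expected counts, which need not be whole numbers, since RSEM divides a read that matches several isoforms among them. They cover 36450 transcripts of 23335 Trinity genes, a Trinity gene being a set of assembled transcripts that share sequence and the first part of their identifier. Of these Trinity genes, 19074 have 1 transcript. The transcripts are known by their assembly identifiers and by annotations from matches to other species, and have no place in a genome here.

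The expected counts summed to 14236273, 13804358 and 14926374 in Pv1, Pv2 and Pv3, to 5407004, 13334199 and 35464894 in Bl1, Bl2 and Bl3, and to 14247521, 7905696 and 17121768 in Unf1, Unf2 and Unf3. The values below rest on these totals and not on the reads of Table 1. Per 100 reads of Table 1 they came to between 30.7 and 33.6 counts in 6 of the 9 libraries, to 12.6 in Bl1, to 81.5 in Bl2 and to 17.6 in Unf2. In each library the same transcript, TRINITY_DN6250_c8_g1_i1, held the largest share of the counts, from 13.37% in Unf2 to 30.35% in Bl1. A floor of 3 counts corresponded to between 0.106 CPM (counts scaled to library size) in Bl3 and 0.626 CPM in Bl1, so a transcript at 0 in Bl1 was bounded less tightly than in the other libraries. Such limits cover counting error only.

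The counts were rounded to whole numbers and scaled by edgeR's TMM method, whose factors lay between 0.654 in Pv3 and 1.7 in Unf2. Transcripts with more than 1 CPM in at least 2 libraries were tested with edgeR's quasi-likelihood test in 1 model of all 9 libraries. A transcript was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1, the thresholds of the paper. The paper's text names a GLM test in edgeR without further detail, and its Table S4 has a column of likelihood ratios. Of the tests run here, edgeR's likelihood ratio test is therefore the nearest to the paper's. It and DESeq2 were run beside the quasi-likelihood test.

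**Figure D1:**
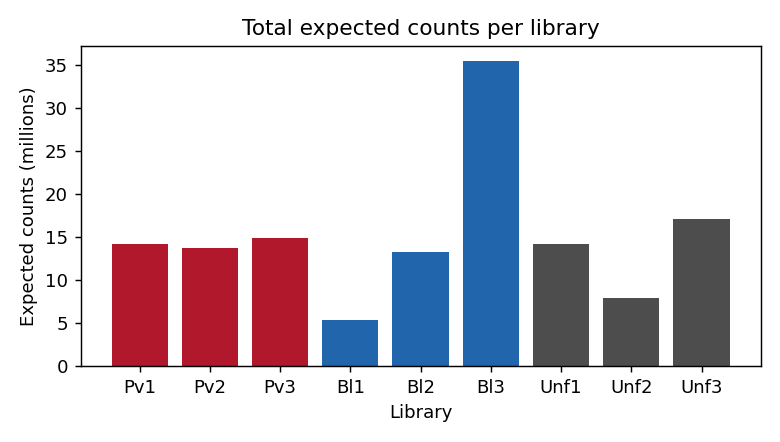
Total expected counts of each of the 9 libraries, with 1 bar per library, coloured by group (red Pv, blue Bl, grey Unf). The Pv libraries lie between 13804358 and 14926374 counts, whereas the Bl libraries run from 5407004 in Bl1 to 35464894 in Bl3.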

A total of 9 cDNA libraries from *An. aquasalis* midguts were constructed and sequenced, namely three libraries for each of the following groups: (i) *P. vivax-*blood-fed mosquitoes (*Pv*: groups *Pv1* to *Pv3*); (ii) mosquitoes fed on *P. vivax*-blood from which gametocytes were inactivated (non-infected: groups *Bl1* to *Bl3*); and (iii) unfed mosquitoes (unfed groups: *Unf1* to *Unf3*). The obtained mean number of high quality paired-end short reads were: 56,217,833 (16,351,414–109,481,490), 45,546,489 (44,961,578–46,664,218) and 46,523,955 (43,800,760–50,915,130) for each group, respectively (Table 1).

**Table 1:** Overview of *Anopheles aquasalis* sequencing results

	No. of reads	% bases ≥ Q30
*P. vivax* blood meal (*Pv*)		
*Pv1*	44,961,578	93.16
*Pv2*	45,013,670	90.99
*Pv3*	46,664,218	93.28
Non-infective blood meal (*Bl*)		
*Bl1*	42,820,594	92.15
*Bl2*	16,351,414	93.02
*Bl3*	109,481,490	93.37
Unfed (*Unf*)		
*Unf1*	43,800,760	91.70
*Unf2*	44,855,976	93.36
*Unf3*	50,915,130	90.90

To examine differential expression between mosquitoes fed on *P. vivax* infected-blood (*Pv*) and mosquitoes fed on non-infective blood (*Bl*) or unfed mosquitoes, FDR < 0.05 and logFC > 1 (fold change) were used as the threshold to classify differentially expressed genes. 

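Of the 36450 transcripts, 35522 had a count above 0 in at least 1 of the 9 libraries. A level above 1 CPM was reached by 17005 transcripts in at least 1 library, by 14529 in at least 2 and by 12941 in at least 3, and edgeR's own filter kept 14221. The 14529 transcripts were tested below. When the counts were summed over the transcripts of each Trinity gene, 8307 Trinity genes had more than 1 CPM in at least 2 libraries. Across the tested transcripts, the correlation of log2 CPM between 2 libraries of the same group had a median of 0.756 (range 0.697 to 0.824, 9 pairs). Between libraries of different groups the median was 0.752 (range 0.637 to 0.84, 27 pairs), so libraries of 1 group were about as far from each other as from the other groups. Summed per Trinity gene, the medians rose to 0.925 and 0.906. These correlations are across transcripts or genes, which are not independent replicates.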

The analyses showed a total of 12,942 expressed genes. Of these, 49 genes were identified as differentially expressed genes in the *P. vivax* infected-blood-fed group (*Pv*) in relation to non-infected-blood-fed group (*Bl*); 34 were upregulated and 15 were downregulated, which represents differential expression associated to *P. vivax* infection (Fig. 1). 

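Between Pv and Bl, edgeR's quasi-likelihood test called 0 of 14529 transcripts, with a smallest adjusted p of 0.443. At an unadjusted p below 0.05 it had 240 transcripts, or 1.65%. The likelihood ratio test called 20 transcripts, 6 higher and 14 lower in Pv, of which 19 are in Table S2. In 20 sets of libraries simulated without any group difference it called a median of 23.5 between these groups (range 8 to 39). DESeq2 called 41, 13 higher and 28 lower, of which 22 are in Table S2. In counts simulated for these libraries with 200 of 14529 transcripts changed by a log2 fold change of 4, the quasi-likelihood test made 70 calls with 0 false ones, the likelihood ratio test 195 calls with 68 false ones and DESeq2 238 calls with 105 false ones. Among all tested transcripts, 689 (4.74%) had all 3 Pv libraries on 1 side of all 3 Bl libraries. Chance gives 10% for 3 against 3 if the libraries are exchangeable. The 689 and the later numbers without overlap are from counts not rounded, and with rounding 689 became 681 (4.69%). Without Bl3 the likelihood ratio test gave 98 calls, 74 higher and 24 lower in Pv, and without Bl1 49, 17 higher and 32 lower. These were the largest changes on leaving out 1 library, and only without Bl3 were more calls higher than lower. The quasi-likelihood test gave 2 calls without Bl3.

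All 49 transcripts of Table S2 had the sign of the table, and 15 were higher and 34 lower in Pv than in Bl. In 31 of the 49 all 3 Pv libraries were at 0 and in 13 all 3 Bl libraries. The median absolute fitted log2 fold change was 8.75, and 5.57 when transcripts with a group at 0 were set at the lower bound that a floor of 3 counts over the group gives. Pv and Bl did not overlap in 30 of the 49 transcripts (29 with counts rounded as in the tests), and in 19 the higher group itself had a library at 0. None of the 49 was the only transcript of its Trinity gene, compared with 31.5% of the tested transcripts (0 of 49, Fisher's exact test, two-sided, p = 1.05e-08). Their Trinity genes had between 2 and 25 transcripts, with a median of 5.

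When the counts were summed per Trinity gene, the 47 Trinity genes of the 49 transcripts had a median absolute log2 fold change of 0.14 between Pv and Bl, and the largest was 0.57. Of the 8307 Trinity genes tested, 0 were called between Pv and Bl by the quasi-likelihood test, the likelihood ratio test or DESeq2, with 81, 113 and 98 at an unadjusted p below 0.05 and an adjusted p of 1 for each gene in the first of these tests. In 41 of the 49 the summed other transcripts of the gene moved the opposite way to the transcript, and in 8 the same way. From the transcripts past its thresholds, the paper concludes that the difference between Pv and Bl represents expression associated with P. vivax infection. The paper also measured 8 of these transcripts by qRT-PCR.

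**Figure D2:**
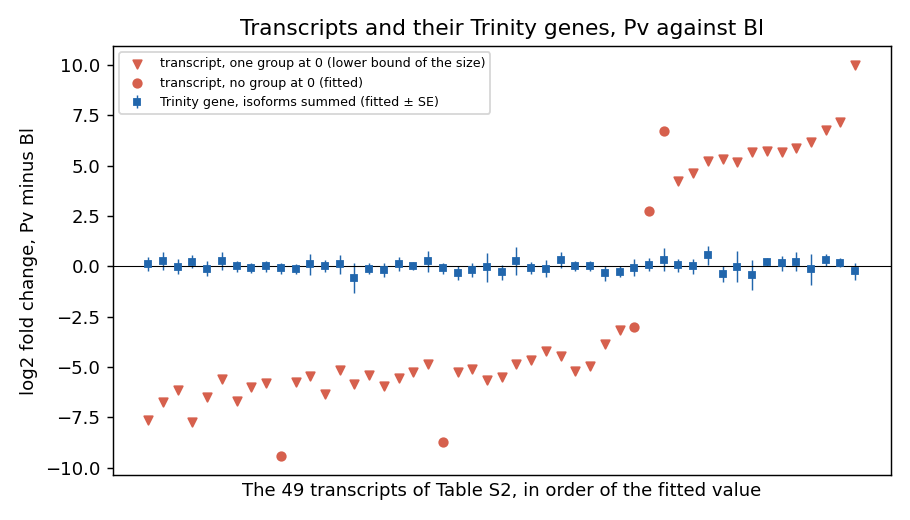
The log2 fold change between Pv and Bl of the 49 transcripts of Table S2, in order of the fitted value (red), and of the Trinity gene each belongs to with its isoforms summed (blue, with the standard error). Triangles are lower bounds of the size for transcripts with all 3 libraries of a group at 0, and circles are fitted values. The transcripts lie far from 0 on both sides, whereas each Trinity gene lies within 0.574 of 0.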

A total of 111 genes were differentially expressed in infected-blood-fed mosquitoes (*Pv*) when compared to the unfed group (*Unf*); of these, 65 were upregulated and 46 were downregulated (Fig. 2). 

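Between Pv and Unf, the quasi-likelihood test called 0 of 14529 transcripts (smallest adjusted p 0.126), with 1347 transcripts (9.27%) at an unadjusted p below 0.05. The likelihood ratio test called 292, 195 higher and 97 lower in Pv, and DESeq2 called 520, 337 higher and 183 lower. Of these, 53 and 59 are in Table S3. Leaving out Unf3 raised the calls of the likelihood ratio test to 436 and those of the quasi-likelihood test to 6, whereas leaving out Pv2 lowered the former to 136 and leaving out Unf1 to 158. Pv and Unf did not overlap in 2415 of the tested transcripts (16.6%, against 10% by chance, and 2408 with rounded counts). Of the 111 transcripts of Table S3, 110 had the sign of the table, 64 were higher and 47 lower in Pv, 53 had all 3 libraries of a group at 0 and 69 had no overlap between the groups (68 with rounded counts). Their median absolute fitted log2 fold change was 6.83, and that of their 103 Trinity genes was 0.60. Of these Trinity genes, 41 had an absolute log2 fold change above 1, and 29 were called when the likelihood ratio test was run on Trinity genes, which called 445 of 8307 in all. For some of the 111 transcripts the fitted log2 fold change was far smaller here than in Table S3. TRINITY_DN6180_c2_g1_i2 had 0.11 against 10.56 there, and TRINITY_DN6497_c0_g1_i1 -0.35 against -10.69. Others lay close, such as TRINITY_DN5949_c0_g1_i2 with 4.71 against 4.84. The cause was not tested.

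The transcript with the smallest p was annotated as beta-galactosidase (TRINITY_DN5949_c0_g1_i2), with 47.1 ± 19.5 CPM (SD, n = 3) in Pv and 1.79 ± 0.488 CPM (SD, n = 3) in Unf. Its log2 fold change was 4.71 (standard error 0.499, adjusted p = 0.126 from edgeR's quasi-likelihood test), and its Trinity gene summed had 3.86 (standard error 0.625). A ferritin subunit transcript (TRINITY_DN6610_c4_g1_i6) had 149 ± 35.5 CPM in Pv and 26.4 ± 2.67 CPM in Unf, a log2 fold change of 2.50 (standard error 0.315), with 2.54 for its Trinity gene. In both transcripts every Pv library lay above every Unf library. A transcript annotated as La-related protein 1 (TRINITY_DN6253_c2_g5_i5) was at 0 in all 3 Unf libraries and at least 86.8-fold higher in Pv, but the log2 fold change of its Trinity gene was -1.41 (standard error 0.424). The adjusted p of these 3 transcripts ran from 1.1e-15 to 0.435 over the alternatives run, and the likelihood ratio test and DESeq2 called all 3.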

The detailed gene lists are shown in Additional file 2: Tables S2–S5.

**Fig. 1:**
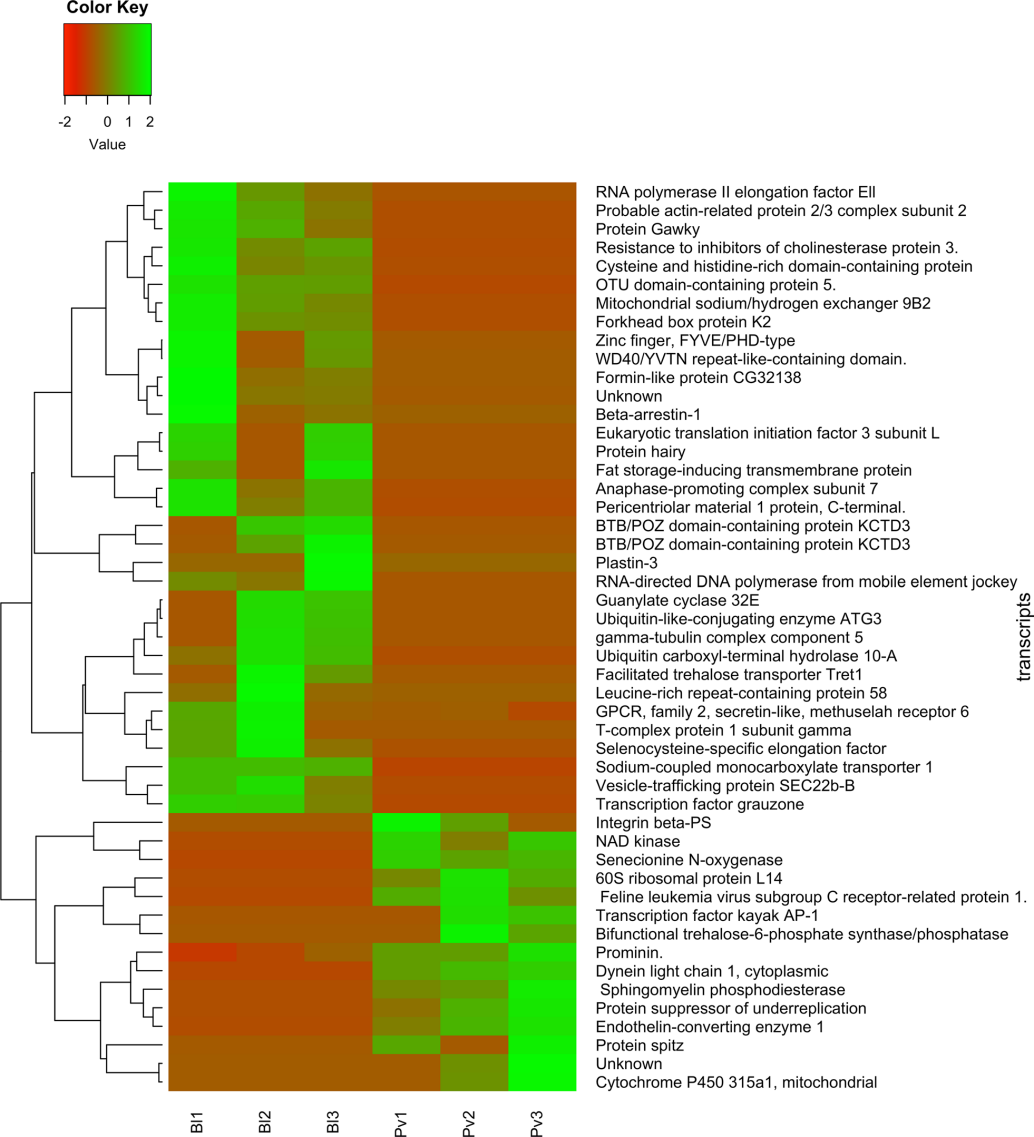
Heatmap showing differential expression of genes between *Plasmodium vivax-*infected (*Pv*) *versus* non-infective blood-fed (*Bl*) groups. Heatmaps were performed with normalized expression values using the *gplots* v.3.0.1 package in R

**Fig. 2:**
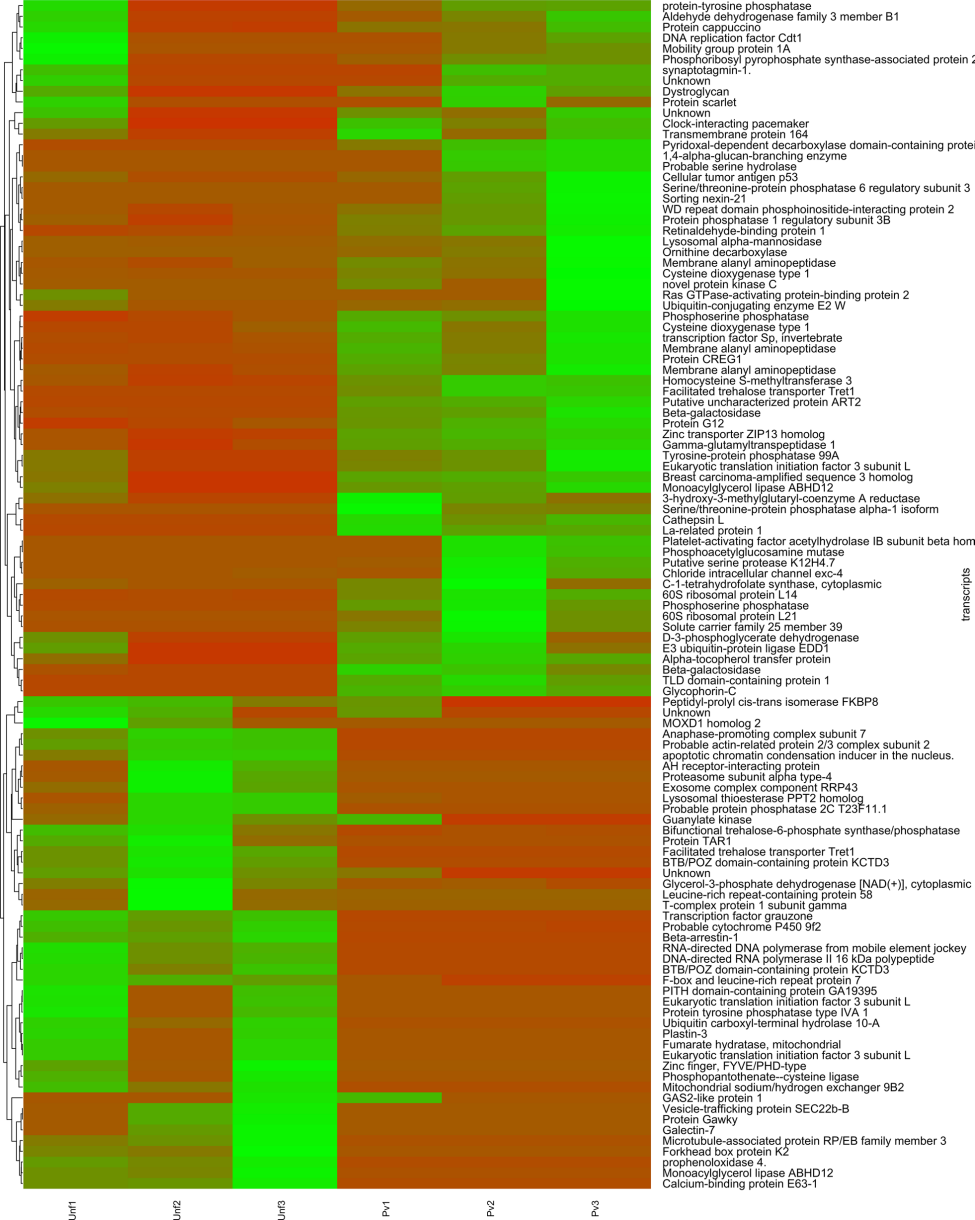
Heatmap showing differential expression of genes between *Plasmodium vivax-*infected (*Pv*) *versus* unfed mosquito (*Unf*) groups. Heatmaps were performed with normalized expression values using the *gplots* v.3.0.1 package in R

About 49% (24 out of 49) of the differentially expressed genes in the *Pv* × *Bl* group were exclusive to this comparison (Fig. 3) and involved a large gene set related to autophagy. On the other hand, the *Pv* × *Unf* comparison presented 86 out of 111 (78%) of the differentially expressed genes exclusively in this group (Fig. 3).

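Tables S2 and S3 share 24 transcripts, so that 25 are in Table S2 only. Of the 24 shared, 2 were higher in Pv in both comparisons, 21 were lower in both, and 1, annotated as trehalose-6-phosphate synthase/phosphatase, was higher in Pv than in Bl and lower than in Unf. The quasi-likelihood test called 0 transcripts in either comparison. By the likelihood ratio test 13 transcripts were called in both and 7 between Pv and Bl only, and by DESeq2 26 in both and 15 between Pv and Bl only. The 2 comparisons share the Pv libraries, so they share those libraries' chance values. In 20 sets of libraries simulated without any group difference, the likelihood ratio test called a median of 6 transcripts in both comparisons (range 2 to 10). The correlation of the log2 fold changes between the 2 comparisons, across transcripts, was 0.532, and it was 0.49 to 0.528 in the simulated sets.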

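Of the transcripts of Table S3, 87 are not in Table S2. There were 279 transcripts called by the likelihood ratio test and 494 by DESeq2 between Pv and Unf and not between Pv and Bl. Of the 111 transcripts with the smallest p between Pv and Unf, 104 had the same sign between Bl and Unf, where the simulated sets without any group difference gave a median of 97 (range 87 to 103), since both comparisons share the Unf libraries. Between Bl and Unf, the likelihood ratio test called 202 transcripts. The log2 fold changes of Pv against Unf and of Bl against Unf, which share the Unf libraries, had a correlation of 0.606 across transcripts, compared with 0.466 to 0.507 in the simulated sets.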

**Fig. 3:**
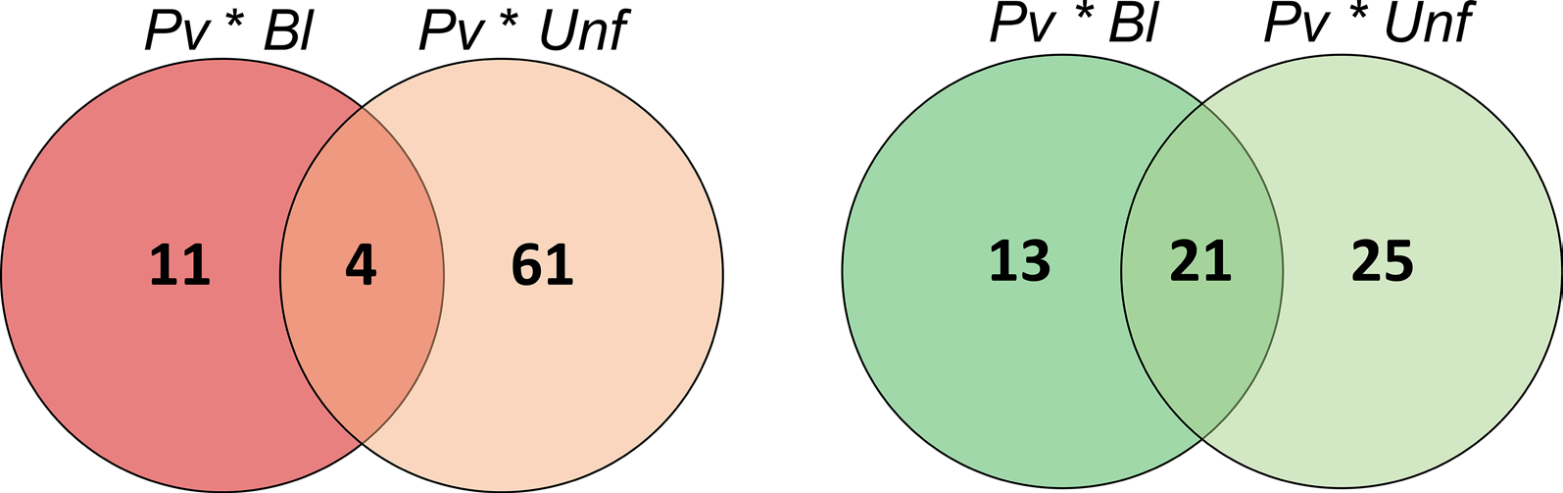
Proportions of *Anopheles aquasalis* midgut differentially expressed genes within different groups comparison. **a** Upregulated genes. **b** Downregulated genes. *Abbreviations*: *Pv*, *P. vivax* blood-meal group; *Bl*, non-infective blood-meal group; *Unf*, unfed group

To validate the robustness of RNAseq results, we analysed eight genes by real-time qRT-PCR and compared the expression of these genes in *Pv* × *Bl* (Additional file 3: Figure S1). These analyses revealed a significant correlation (Pearsonʼs correlation coefficient = 0.874*, R*^2^ = 0.7663, slope = 0.04539) between the qRT-PCR and the RNAseq data.

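In the RNAseq libraries, 7 of these 8 transcripts were at 0 in all 3 Pv libraries and 1, annotated as sphingomyelin phosphodiesterase, was at 0 in all 3 Bl libraries. Their differences between Pv and Bl were at least 47.6-fold to at least 210-fold, with the group at 0 set at 3 counts. Pv and Bl did not overlap in 5 of the 8, and in the other 3 the higher group had a library at 0. With counts rounded as in the tests, 4 did not overlap, since T-complex protein 1 subunit gamma (TRINITY_DN4493_c0_g1_i2) had 0.01 counts in Bl3. In the higher group the transcripts held between 0.35% and 58.3% of the counts of their Trinity genes, whose log2 fold changes lay between -0.57 and 0.26. The qRT-PCR values themselves were not analysed here.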

### *Anopheles aquasalis* midgut differential gene expression associated with *Plasmodium vivax* infection

Transcriptomic analysis of midgut infected mosquitoes revealed 49 differentially expressed genes in the *P. vivax* infected-blood-fed group (*Pv*) in relation to non-infected-blood-fed group (*Bl*); of these, 34 were upregulated and 15 were downregulated. From these, genes involved in cellular process, metabolic process (GO: 0008152), cellular component organization or biogenesis process (GO: 0050896) and biological regulation process (GO: 0065007) were predominant (Fig. 4). The results suggest that many of the upregulated genes are involved in several metabolic processes and molecular functions, among them, catalytic activity (GO: 0003824) and cofactor binding (GO: 0005488) were enriched with hits of 6 and 4 genes, respectively, followed by transporter and structural molecule activity.

**Fig. 4:**
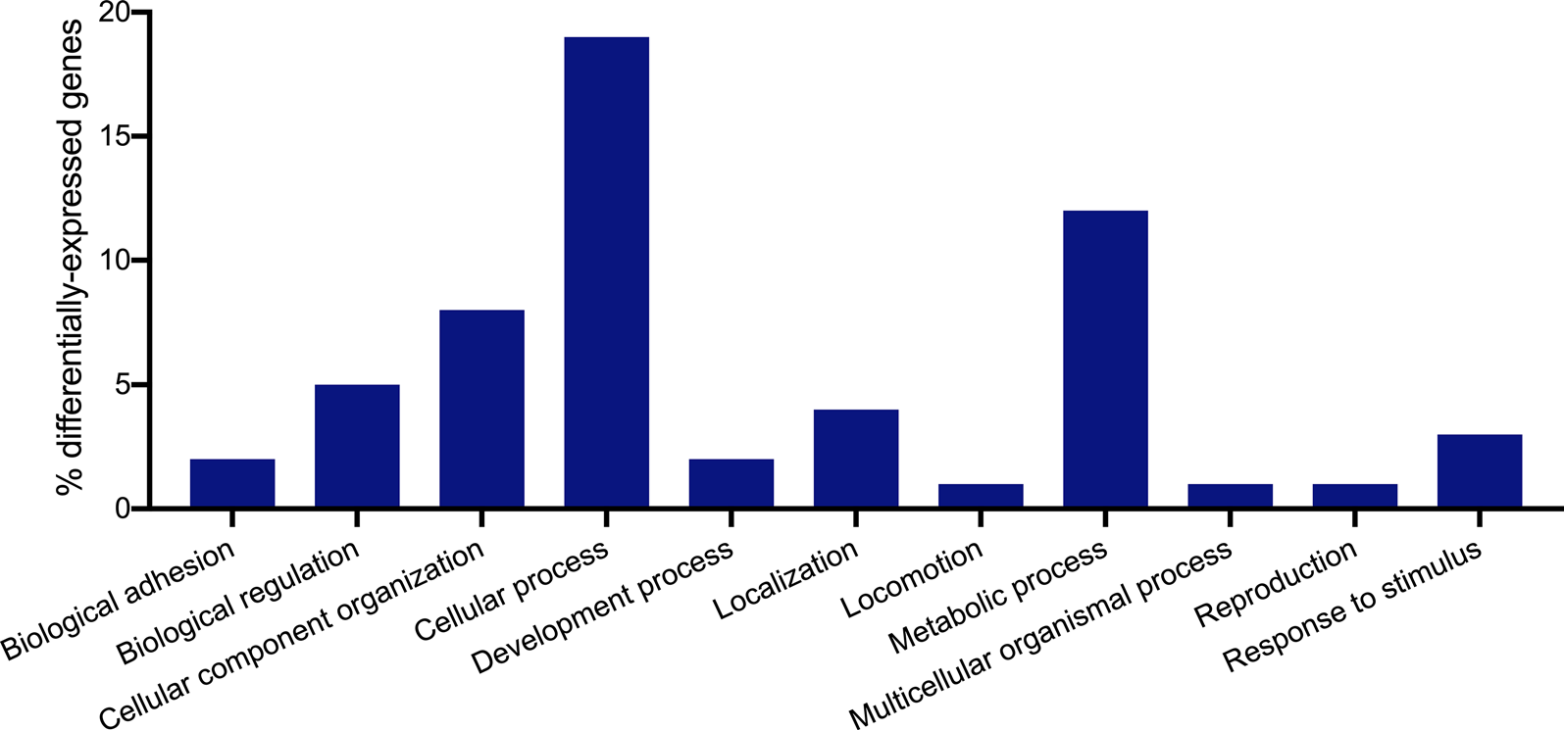
Functional classification of *Anopheles aquasalis* midgut transcripts using gene ontology analysis. Summary of the general distribution of differentially expressed genes [%] on PANTHER (http://www.pantherdb.org)

#### Immunity

Activation of mosquito immunity genes has been traditionally associated with midgut-infected mosquitoes. 

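The transcript TRINITY_DN6165_c5_g1_i4, annotated as leucine-rich repeat-containing protein 58, had 0 expected counts in Pv1, Pv2 and Pv3. In Bl it had 18.4 ± 26 CPM (SD, n = 3), of which most came from Bl2 with 733 counts, and it was at least 200-fold lower in Pv. In Unf it had 13.6 ± 22.7 CPM (SD, n = 3), with 0 counts in Unf1 and 532 in Unf2, a spread between replicates as wide as the difference between the groups. Its adjusted p between Pv and Bl was 1 by edgeR's quasi-likelihood test and 0.163 by the likelihood ratio test, and ran from 0.000302 to 1 over the 38 alternatives. It passed the threshold in 4 of them, among them the likelihood ratio test without Unf1 (adjusted p 0.00304) and without Unf2 (0.0131). The transcript is 1 of 11 of its Trinity gene and held 6.43% of the gene's counts in Bl. The gene as a whole had 314 ± 61.6 CPM in Pv and 290 ± 57.5 CPM in Bl (SD, n = 3 each), a log2 fold change of 0.12 (standard error 0.335).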

In the present study, a transcript coding for a leucine-rich repeat protein, orthologue of LRR-containing protein 58 (TRINITY_DN6165_c5_g1_i4), was found upregulated in mosquitoes infected with *P. vivax* (*Pv*) when compared to the mosquitoes fed on inactivated gametocytes (*Bl*). LRR-containing protein 58 has been previously associated with the *An. gambiae* response to *Plasmodium berghei* infection [38, 39]. LRR containing proteins are related to the control of the complement-like protein TEP1 function, and have other important roles in innate immune defence [40]. Information on all transcripts (TRINITY_DN0000_c00_g00_i00) are summarised in Additional file 2: Tables S2–S5.

#### Detoxification

*Plasmodium vivax* is probably able to modulate detoxification of free radicals while invading the midgut of *An. aquasalis*, as suggested by the increase of H_2_O_2_ following artificial reduction of catalase activity which leads to increased parasite infection in the mosquito midgut. As gene silencing also decreases the midgut microbiome, Bahia et al. [41] suggest that this manipulation occurs through the control of competitive bacteria which allows better parasite development. Transcript coding for CYP315A1 (TRINITY_DN6118_c3_g2_i14) was upregulated in the *Pv* × *Bl* group, as was its orthologue in deltamethrin-resistant *An. gambiae* mosquitoes when compared with a sensitive mosquito line from Kenya [42]. 

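The transcript had 1.39 ± 1.55 CPM (SD, n = 3) in Pv, with 0 expected counts in Pv1, 11.4 in Pv2 and 29.9 in Pv3, and it was at 0 in all 3 Bl libraries, at least 19-fold lower. Since Pv1 was also at 0, the groups overlapped. It was called in 1 of the 38 alternatives, the likelihood ratio test without Pv1 (adjusted p 0.00339, range over the alternatives 0.00339 to 1). It is 1 of 23 transcripts of its Trinity gene and held 0.479% of the gene's counts in Pv. The gene had 247 ± 35.3 CPM in Pv and 237 ± 44.4 CPM in Bl, a log2 fold change of 0.06 (standard error 0.327).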

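A transcript annotated as NAD kinase (TRINITY_DN5956_c5_g5_i5) had 3.22 ± 1.32 CPM (SD, n = 3) in Pv and was at 0 in all 3 Bl libraries, at least 53.5-fold lower. It was also at 0 in Unf1 and Unf2 and had 35.5 counts in Unf3. Its adjusted p by the quasi-likelihood test in edgeR was 1, and it passed the threshold in 2 of 38 alternatives, 1 of them the likelihood ratio test without Unf3 (adjusted p 0.000498, range over the alternatives 0.000262 to 1). Its Trinity gene, with 5 transcripts, had a log2 fold change of 0.20 (standard error 0.194) between Pv and Bl. A transcript annotated as senecionine N-oxygenase (TRINITY_DN5975_c0_g1_i2) had the smallest p of all tested transcripts between Pv and Bl. It had 2.47 ± 0.388 CPM (SD, n = 3) in Pv, 1.93 ± 0.206 CPM in Unf and 0 counts in the 3 Bl libraries, at least 40.4-fold lower in Bl, with an adjusted p of 0.443. It was called by the likelihood ratio test and DESeq2, and in 18 of the 38 alternatives in all (adjusted p 3.27e-07 to 1). Its Trinity gene has 2 transcripts, of which this one held 73.9% of the counts in Pv, and summed it was not higher in Pv, with a log2 fold change of -0.37 (standard error 0.387). The transcripts with the next smallest p were annotated as feline leukemia virus subgroup C receptor (TRINITY_DN4494_c0_g1_i2) and protein suppressor of underreplication (TRINITY_DN4353_c0_g1_i1). They were at least 38.2-fold and 50.6-fold higher in Pv against 3 Bl libraries at 0, and the likelihood ratio test and DESeq2 called both, while their Trinity genes had log2 fold changes of 0.55 (standard error 0.468) and 0.14 (standard error 0.369).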

NAD+ kinase (TRINITY_DN5956_c5_g5_i5) and senecionine N-oxygenase (TRINITY_DN5975_c0_g1_i2) were also upregulated with infection, which suggests that the enzyme activity was needed for the antioxidant activities of other enzymes. Autophagic responses can be modulated by radical species and NAD+ homeostasis and the midgut metabolism can be an important player in autophagy regulation [43].

#### Cytoskeleton remodelling

*Anopheles gambiae* midgut response to *P. berghei* ookinete invasion is characterized by profound alterations in the transcription of genes that modulate the architecture of the cytoskeleton [38]. *Plasmodium* parasites need to modify the cytoskeleton of mosquito epithelial cells to successfully complete their life-cycle. 

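A transcript annotated as selenocysteine-specific elongation factor (TRINITY_DN5277_c0_g1_i2) was at 0 in the 3 Pv libraries and had 5.63 ± 4.05 CPM (SD, n = 3) in Bl, at least 53.6-fold lower in Pv. It was also at 0 in Unf2 and Unf3, and the log2 fold change of its Trinity gene was -0.14 (standard error 0.266). The formin-like protein transcript (TRINITY_DN6055_c0_g1_i13) was at 0 in Pv and had 10.8 ± 12.3 CPM (SD, n = 3) in Bl, at least 70.8-fold lower in Pv, and its Trinity gene of 14 transcripts had -0.023 (standard error 0.369). The transcript of actin-related protein 2/3 complex subunit 2 (TRINITY_DN6090_c5_g3_i2) was at 0 in Pv and between 21.2 and 37.0 counts in the Bl libraries, at least 21.6-fold lower. Both the likelihood ratio test and DESeq2 called it, and it passed the threshold in 18 of 38 alternatives. Its Trinity gene, of whose counts it held 4.08% in Bl, was not lower in Pv, with a log2 fold change of 0.30 (standard error 0.389). The plastin-3 transcript (TRINITY_DN6296_c2_g1_i5) was at 0 in all Pv libraries, in Bl1, in Bl2 and in Unf2, and had 867 counts in Bl3 and 289 in Unf1. Its difference between Pv and Bl, at least 210-fold, therefore rested on Bl3, without which both groups were at 0. DESeq2 called this transcript, and the quasi-likelihood and likelihood ratio tests in edgeR did not. The Trinity gene had a log2 fold change of 0.23 (standard error 0.322). Leaving out single libraries changed the calls of the likelihood ratio test for 2 of these transcripts. The elongation factor was called without Unf1 (adjusted p 0.000346, range over the alternatives 0.00015 to 1), and the formin-like transcript without Bl3 (0.0277) and without Unf2 (4.15e-06, range 4.15e-06 to 1). On all 9 libraries DESeq2 called the formin-like transcript (adjusted p 0.0207), which passed the threshold in 5 of the 38 alternatives.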

We found several downregulated genes (TRINITY_DN4493_c0_g1, TRINITY_DN5277_c0_g1, TRINITY_DN5389_c0_g1, TRINITY_DN6055_c0_g1, TRINITY_DN6090_c5_g3, TRINITY_DN6296_c2_g1) that could be associated with cytoskeleton remodelling, which reinforces the prominent role of this cellular mechanism in response to *Plasmodium* and extends it to *P. vivax* ookinete invasion of the mosquito midgut.

#### Autophagy

The present transcriptional analysis suggested that differential expression of autophagic genes is involved in *An. aquasalis* females following a *P. vivax* infected blood meal. Forty-nine percent of differentially expressed genes during invasion (60.0% of the upregulated and 44.1% of the downregulated genes) could be associated with autophagic processes (Table 2).

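Of the 24 transcripts of Table 2, 9 were higher and 15 lower in Pv than in Bl, which makes 37.5% higher. They were 60% of the 15 transcripts of Table S2 that were higher and 44.1% of the 34 that were lower. In 21 of the 24 all 3 libraries of a group were at 0, and the groups did not overlap in 13 (12 with rounded counts). By the quasi-likelihood test over all transcripts 0 of the 24 were called, with 21 at an unadjusted p below 0.05, and adjusted over the list alone 21 had an adjusted p below 0.05 (smallest 0.00218). The list was chosen by the paper from its calls on these libraries, so the latter count is not independent evidence. The likelihood ratio test over all transcripts called 6 of the 24, 1 higher and 5 lower, and DESeq2 called 10. Summed per Trinity gene, the 24 genes had log2 fold changes between -0.57 and 0.32, with a median size of 0.17 and a smallest unadjusted p of 0.307. With isoforms summed, 50% of the 24 genes were on the higher side.

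Another of the 24, not named in the paper's text, is guanylate cyclase 32E (TRINITY_DN6077_c7_g2_i1), at 0 in all Pv libraries, in Bl1, in Unf2 and in Unf3, with 107 counts in Bl2 and 151 in Bl3, at least 62.4-fold lower in Pv. Its adjusted p was 1 by edgeR's quasi-likelihood test and 0.859 by the likelihood ratio test (range over the alternatives 0.184 to 1). Its Trinity gene had a log2 fold change of -0.185 (standard error 0.347). From the share of its differentially expressed transcripts that it could associate with autophagic processes, the paper proposes that autophagic genes take part in the response to a P. vivax infected blood meal. Its case for autophagy also rests on treatments with spermidine and wortmannin, which were not analysed here.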

**Table 2:** Midgut differentially expressed genes associated with autophagy upon *Plasmodium vivax* invasion

Transcript ID	Annotation	logFC
TRINITY_DN1272_c0_g1_i2	Protein spitz	8.52
TRINITY_DN4493_c0_g1_i2	T-complex protein 1 subunit gamma	− 9.19
TRINITY_DN5389_c0_g1_i2	gamma-tubulin complex component 5	− 8.22
TRINITY_DN5823_c0_g1_i1	Facilitated trehalose transporter-Tret1	− 9.50
TRINITY_DN5851_c0_g1_i2	GPCR family 2, methuselah receptor 6	− 3.20
TRINITY_DN5911_c0_g1_i4	Beta-arrestin-1	− 9.97
TRINITY_DN5956_c5_g5_i5	NAD kinase	9.26
TRINITY_DN6021_c0_g3_i1	OTU domain-containing protein 5	− 9.38
TRINITY_DN6039_c0_g1_i17	Ubiquitin-like-conjugating enzyme ATG3	− 9.27
TRINITY_DN6055_c0_g1_i13	Formin-like protein CG32138	− 11.08
TRINITY_DN6077_c7_g2_i1	Guanylate cyclase 32E	− 8.56
TRINITY_DN6090_c5_g3_i2	Probable actin-related prot. 2/3 complex subunit2	− 8.39
TRINITY_DN6177_c2_g2_i3	Trehalose-6-phosphate synthase/phosphatase	8.01
TRINITY_DN6296_c2_g1_i5	Plastin-3	− 9.74
TRINITY_DN6321_c0_g2_i2	Endothelin-converting enzyme 1	8.43
TRINITY_DN6330_c2_g6_i2	Fat storage-inducing transmembrane protein	− 8.49
TRINITY_DN6333_c5_g2_i4	Integrin beta-PS	8.32
TRINITY_DN6454_c2_g2_i6	Transcription factor kayak/AP-1	10.47
TRINITY_DN6473_c3_g4_i6	Dynein light chain 1, cytoplasmic	10.67
TRINITY_DN6489_c3_g1_i5	Prominin	3.40
TRINITY_DN6531_c1_g1_i4	Sphingomyelin phosphodiesterase	9.45
TRINITY_DN6536_c2_g8_i1	Ubiquitin carboxyl-terminal hydrolase 10-A	− 8.93
TRINITY_DN6571_c0_g10_i7	Forkhead box protein K2	− 10.44
TRINITY_DN6646_c8_g1_i10	Vesicle-trafficking protein SEC22b-B	− 6.81

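The methuselah receptor 6 transcript (TRINITY_DN5851_c0_g1_i2) had 0.479 ± 0.424 CPM (SD, n = 3) in Pv and 3.8 ± 2.9 CPM (SD, n = 3) in Bl. Every Pv library lay below every Bl library, and the fitted log2 fold change was -3.005 (standard error 1.46, adjusted p = 1 from edgeR's quasi-likelihood test and from its likelihood ratio test). It passed the threshold in 0 of the 38 alternatives, over which the adjusted p ran from 0.135 to 1. Leaving out each library in turn, the log2 fold change stayed between -3.58 and -2.31. The whole Trinity gene had -0.06 (standard error 0.401). The beta-arrestin-1 transcript (TRINITY_DN5911_c0_g1_i4) was at 0 in all 3 Pv libraries and in Bl2, and had 123 counts in Bl1 and 73.5 in Bl3, at least 47.6-fold lower in Pv. DESeq2 called it and the likelihood ratio test on all 9 libraries did not, but the latter did without Bl2 (adjusted p 1.38e-06, range over the alternatives 1.38e-06 to 1) and without Bl3 (0.0195). The log2 fold change of its Trinity gene was 0.26 (standard error 0.453), which is not lower in Pv.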

Transcript coding for the GPCR Methuselah receptor 6 (TRINITY_DN5851_c0_g1_i2) was downregulated, as was β-arrestin (TRINITY_DN5911_c0_g1), which uncouples GPCRs from their G-proteins, and suggests that regulation of free radical production might occur through this molecule. In *Drosophila*, Methuselah receptors have been associated with lifespan and resistance to starvation and free radicals [44]. Wang et al. [45], using a specific agonist and antagonist, demonstrated that the TOR pathway is one of the major effectors underlying Methuselah. Blocking Methuselah reduced dTOR activity and promoted autophagy.

Trehalose is a natural sugar found in prokaryotes, yeast, fungi, plants and invertebrates, and serves not only as a reserve of carbohydrate, but can also protect organisms and cells against adverse environmental conditions. Some controversy exists on the real effect of trehalose on autophagy. In murine models, trehalose seems to induce autophagy, while in cultured cells it could inhibit fusions of autophagosomes and lysosomes, thus blocking the final stage of autophagy [46]. Our data suggest that the *An. aquasalis* midgut increases intracellular trehalose by upregulating trehalose 6-phosphate synthase/phosphatase (TRINITY_DN6177_c2_g2) and downregulating the TreT1-facilitated trehalose transporter (TRINITY_DN5823_c0_g1), suggesting autophagy induction in the *An. aquasalis* midgut during *P. vivax* infection. 

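The trehalose-6-phosphate synthase/phosphatase transcript (TRINITY_DN6177_c2_g2_i3) had 1.8 ± 1.85 CPM (SD, n = 3) in Pv, with 0 counts in Pv1, 37.8 in Pv2 and 16.6 in Pv3, and 0 counts in the 3 Bl libraries, at least 25-fold lower in Bl. In Unf it had 32.7 ± 18.5 CPM (SD, n = 3), and every Unf library lay above every Pv and Bl library. The log2 fold change between Pv and Unf was -4.18 (standard error 1.41, adjusted p = 0.437 from edgeR's quasi-likelihood test, range over the alternatives 0.00973 to 0.726). Between Pv and Bl it was called by the likelihood ratio test only without Pv1 (adjusted p 2.43e-06, range 2.43e-06 to 1). The counts of its Trinity gene, 71 ± 22.8 CPM in Pv and 70.8 ± 15.9 CPM in Bl, did not differ, with a log2 fold change of 0.0058 (standard error 0.378). The TreT1 transcript (TRINITY_DN5823_c0_g1_i1) was at 0 in Pv and in Bl1 and had 249 counts in Bl2 and 173 in Bl3, at least 102-fold lower in Pv. Both the likelihood ratio test and DESeq2 called it, but the former did not without Pv1 (adjusted p 0.0614) or without Pv2 (0.0626, range over the alternatives 5.58e-10 to 1). Its Trinity gene had 24.5 ± 3.31 CPM in Pv, 24.6 ± 5.02 CPM in Bl and 50.5 ± 9.85 CPM in Unf, a log2 fold change of -0.0045 (standard error 0.255) between Pv and Bl.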

*Anopheles gambiae* TreT1 RNA silencing reduces the number of *P. falciparum* oocysts in the mosquito midgut [47], suggesting it might exert parasite protection during midgut invasion.

Microtubules (MT) are important to autophagosome formation and motility. Dynein light chain 1 (TRINITY_DN6473_c3_g4), a motor protein, was upregulated upon infection in our study. 

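The transcript TRINITY_DN6473_c3_g4_i6 had between 99.9 and 114 counts in the 3 Pv libraries and 0 in the 3 Bl libraries, at least 145-fold higher in Pv. In Unf it was at 0 in Unf1 and Unf3 and had 131 counts in Unf2. The adjusted p was 1 by edgeR's quasi-likelihood test and 0.325 by the likelihood ratio test, DESeq2 called it, and leaving out Unf1, Unf2 or Unf3 brought the likelihood ratio test to 0.0274, 2.94e-11 and 0.0474 (range over the 38 alternatives 1.56e-11 to 1). It held 18.3% of the counts of its Trinity gene in Pv, and the gene had 49.7 ± 6.49 CPM in Pv and 43.9 ± 7.59 CPM in Bl (SD, n = 3 each), a log2 fold change of 0.18 (standard error 0.232).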

In vertebrates, Beclin-1 is sequestered in MT in complexes containing dynein light chain 1. When autophagy is stimulated, Beclin-1 is released from this complex. In parallel, c-Jun N-terminal kinase-1 (JNK1) is activated which allows phosphorylation of Bcl-2 and Bim, which, in turn, releases Beclin 1 and contributes to autophagosome formation [48]. 

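The transcript annotated as gamma-tubulin complex component 5 (TRINITY_DN5389_c0_g1_i2) was at 0 in the 3 Pv libraries and in Bl1, and had 84.1 counts in Bl2 and 105 in Bl3, at least 45.9-fold lower in Pv. It was called by the likelihood ratio test and by DESeq2 and in 8 of the 38 alternatives in all, and no longer by the likelihood ratio test when Pv1, Pv2, Pv3, Bl2, Unf1 or Unf3 was left out. The whole Trinity gene had 11.3 ± 2.96 CPM in Pv and 14 ± 5.25 CPM in Bl (SD, n = 3 each), a log2 fold change of -0.30 (standard error 0.389). In Table S3 the same transcript has another annotation, DNA-directed RNA polymerase II 16 kDa polypeptide, so its identity is not settled here. The T-complex protein 1 subunit gamma transcript (TRINITY_DN4493_c0_g1_i2) was at 0 in Pv and had 31.9 counts in Bl1, 195 in Bl2 and 0.01 in Bl3, at least 54.9-fold lower in Pv. Among single libraries left out, only the absence of Bl3 made the likelihood ratio test call it (adjusted p 0.000778, range over the alternatives 0.000778 to 1). Its Trinity gene had 44.2 ± 10.9 CPM in Pv and 44.1 ± 2.36 CPM in Bl (SD, n = 3 each), a log2 fold change of 0.0021 (standard error 0.269).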

Regarding the gamma-tubulin complex component 5 (TRINITY_DN5389_c0_g1), involved in microtubule assembly [49], and T-complex protein 1 subunit gamma (TRINITY_DN4493_c0_g1), a chaperonin for tubulin and actin [50], we found that these were downregulated, possibly confirming that (as in other Anopheline species) microtubule dynamics are altered during *P. vivax* invasion of the midgut epithelium, and it is possible that this is associated to autophagy.

JNK signalling has been demonstrated to be involved in lifespan control and is required in differentiated cells of the intestinal epithelium in order to prevent excessive sensitivity of these cells to oxidative stress in *Drosophila* [51] and has been implicated in mosquito defense against malaria parasites, and altered expression patterns of autophagy biomarkers [22]. Garver et al. [52] showed that basal mRNA expression of the genes involved in JNK signalling were upregulated in the mosquito midgut and JNK silencing significantly increases the prevalence of infection. However, more recently, Souvannaseng et al. [53] demonstrated that moderate inhibition of JNK signaling in the *An. stephensi* midgut extended lifespan and enhanced resistance to *P. falciparum*. In the present study, we found that the AP-1 transcription factor (TRINITY_DN6454_c2_g2), a downstream product of this signalling pathway, was upregulated in mosquitoes fed on *P. vivax* blood.

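The transcript TRINITY_DN6454_c2_g2_i6 was at 0 in Pv1 and had 72.5 counts in Pv2 and 57.5 in Pv3, and was at 0 in the 3 Bl libraries, at least 59.7-fold lower in Bl. In Unf it ranged from 1.34 counts in Unf2 to 242 in Unf3. Its adjusted p was 1 by edgeR's quasi-likelihood test and 0.267 by the likelihood ratio test, which called it without Pv1 (0.00933, range over the 38 alternatives 0.00933 to 1) and without Unf2 (0.0483). The Trinity gene, with 12 transcripts, had 46.2 ± 6.84 CPM in Pv and 39.3 ± 19.8 CPM in Bl (SD, n = 3 each), a log2 fold change of 0.24 (standard error 0.487).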

The ubiquitin machinery regulates fundamental biological processes within eukaryotic cells. The enrichment of functional terms such as ubiquitin-dependent proteasome was also denoted for insects facing dehydration stress [54]. Nitric oxide synthase expression and nitric oxide increase in the midgut of *An. aquasalis*, *An. stephensi* and *An. gambiae* during *Plasmodium* parasite infection, which limits parasite development within the mosquito [55–57]. Ubiquitin carboxyl-terminal hydrolase (TRINITY_DN6536_c2_g8), ubiquitin-like-conjugating enzyme ATG3 (TRINITY_DN6039_c0_g1) and OTU domain-containing protein 5 (TRINITY_DN6021_c0_g3) were downregulated during midgut invasion by *P. vivax*. 

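The ubiquitin carboxyl-terminal hydrolase 10-A transcript (TRINITY_DN6536_c2_g8_i1) was at 0 in the 3 Pv libraries and had 4.19 ± 2.59 CPM (SD, n = 3) in Bl, with 7 counts in Bl1, at least 56.7-fold lower in Pv. The transcript's adjusted p was 0.623 by edgeR's quasi-likelihood test, the likelihood ratio test and DESeq2 called it, and it passed the threshold in 18 of 38 alternatives (adjusted p 1.75e-06 to 1). Its Trinity gene has 2 transcripts and had 4.42 ± 1.26 CPM in Pv and 6.34 ± 4.76 CPM in Bl (SD, n = 3 each), a log2 fold change of -0.57 (standard error 0.728). The ATG3 transcript (TRINITY_DN6039_c0_g1_i17), 1 of 21 of its Trinity gene, was at 0 in Pv and in Bl1 and had 141 counts in Bl2 and 192 in Bl3, at least 80.5-fold lower in Pv. It was called only by the likelihood ratio test without Bl1 (adjusted p 0.000408, range over the alternatives 0.000408 to 1). In Bl it held 4.57% of the counts of the ATG3 gene, which had 155 ± 23.7 CPM in Pv and 153 ± 11.9 CPM in Bl, a log2 fold change of 0.021 (standard error 0.286). The OTU domain-containing protein 5 transcript (TRINITY_DN6021_c0_g3_i1) was at 0 in Pv and in Unf2 and had 28.0, 48.2 and 78.9 counts in Bl1, Bl2 and Bl3, at least 37.6-fold lower in Pv. On leaving out a library, it was called by the likelihood ratio test without Bl3 (adjusted p 0.0483) and without Unf2 (7.58e-06, range over the alternatives 7.58e-06 to 1). The whole Trinity gene had 20.4 ± 0.745 CPM in Pv and 19.8 ± 2.33 CPM in Bl, a log2 fold change of 0.034 (standard error 0.202).

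**Figure D3:**
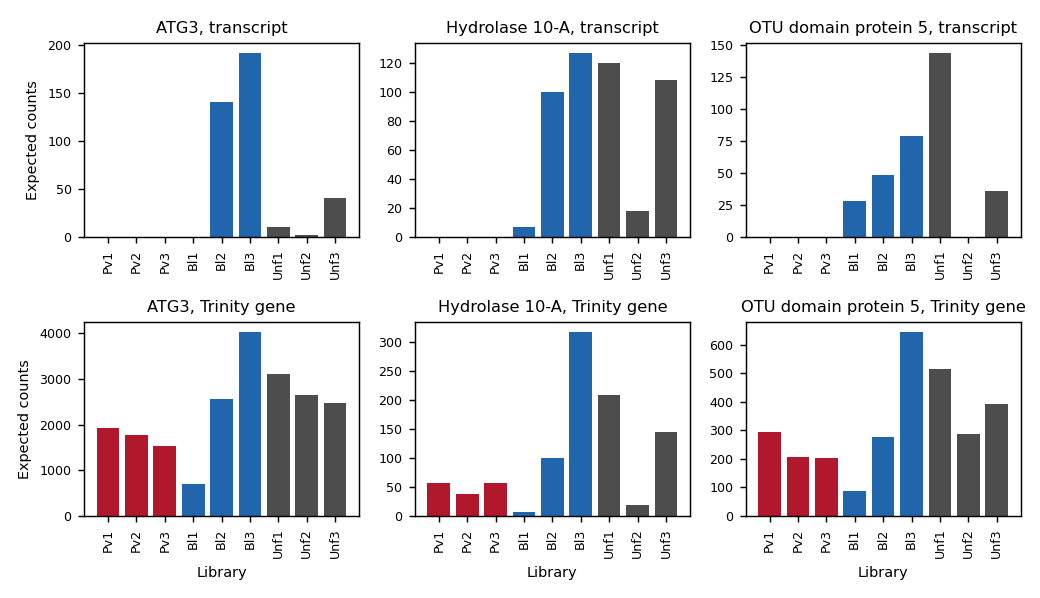
Expected counts, not scaled for library size, of the 3 transcripts (upper row) and of the Trinity genes they belong to (lower row) in each of the 9 libraries (red Pv, blue Bl, grey Unf). The transcripts have 0 counts in all 3 Pv libraries, whereas each gene has counts in every library, with the fewest in Bl1, the library of 5407004 counts.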

OTU domain-containing proteins are deubiquitinating enzymes and cleave distinct sets of ubiquitin chain types [58]. In vertebrates, OTU domain-containing protein 5 regulates interferon signalling [59]. USP10 regulates the deubiquitination of Beclin1 in Vps34 complexes, which in turn leads to a reduction in the levels of PtdIns3P and consequent inhibition of autophagy. Spautin-1, an inhibitor of USP10 and USP13, promotes the ubiquitination and degradation of Vps34 complexes, which in turn leads to a reduction in the levels of PtdIns3P and consequent inhibition of autophagy [60]. Since ubiquitination and deubiquitination are central to autophagy regulation, once more, our data indicated that *P. vivax* invasion of *An. aquasalis* midgut epithelium triggers an autophagic response. ATG3, among other enzymes, is involved in the maturation of the growing autophagosome, a process that occurs once autophagy is initiated. Recently, Frudd et al. [61] described a mechanism that associates reactive species to autophagy induction. The oxidation of Atg3 and Atg7 prevents phosphatidylethanolamine conjugation to LC3 (microtubule-associated protein 1A/1B-light chain 3), thus, associating reactive species to autophagy induction. The production of reactive oxygen/nitrogen species during ookinete invasion of *An. aquasalis* [41], together with the set of differentially displayed genes such as, is suggestive of an interplay between reactive species and autophagy during ookinete invasion of the midgut.

Overexpression of prominin 1 constitutively activates autophagy in the human retinal pigment epithelium *via* inhibition of mTORC1 and mTORC2, while it impairs autophagy *via* upregulation of mTORC1/2 activities. Prominin (TRINITY_DN6489_c3_g1) was upregulated during parasite invasion of the midgut epithelium, which suggests that autophagy might be activated during this stage of infection.

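The prominin transcript (TRINITY_DN6489_c3_g1_i5) had 15.8 ± 5.62 CPM (SD, n = 3) in Pv, 2.18 ± 2.38 CPM in Bl and 17.3 ± 7.93 CPM in Unf. Every Pv library lay above every Bl library, and the fitted log2 fold change was 2.77 (standard error 0.99, adjusted p = 1 from edgeR's quasi-likelihood test). Bl1 was at 0 and Bl3 had 134 counts. In the likelihood ratio test the adjusted p was 0.523, and the transcript was called without Bl3 (0.0197, range over the 38 alternatives 0.0176 to 1). Leaving out each library in turn moved the log2 fold change between 2.25 and 3.91. The Trinity gene, with 14 transcripts, had 60.5 ± 14 CPM in Pv and 57.1 ± 17.1 CPM in Bl, a log2 fold change of 0.084 (standard error 0.316).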

Lipid droplet (LD) homeostasis [62] also plays an important role in autophagy regulation. 

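The transcript annotated in Table 2 as fat storage-inducing transmembrane protein (TRINITY_DN6330_c2_g6_i2) had 0, 0 and 0.05 expected counts in Pv1, Pv2 and Pv3. It was also at 0 in Bl2 and Unf2, and had 21.9 counts in Bl1, 173 in Bl3, 127 in Unf1 and 94.0 in Unf3, so Pv and Bl overlapped. Its adjusted p between Pv and Bl was 1 by edgeR's quasi-likelihood test and 0.536 by the likelihood ratio test (range over the 38 alternatives 0.000301 to 1). It held 4% of the counts of its Trinity gene in Bl, and the gene had 92.1 ± 12 CPM in Pv and 98.8 ± 7.51 CPM in Bl (SD, n = 3 each), a log2 fold change of -0.10 (standard error 0.274). In Table S3 the same transcript is annotated as eukaryotic translation initiation factor 3 subunit L. Table S2 gives that annotation to another transcript of this Trinity gene, so the sum need not be that of the fat storage gene alone.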

We observed that a fat storage-inducing transmembrane protein (TRINITY_DN6330_c2_g6), that was described to facilitate proper LD budding from the ER [63], was downregulated. 

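The transcript annotated as sphingomyelin phosphodiesterase (TRINITY_DN6531_c1_g1_i4) had 4.9 ± 2.89 CPM (SD, n = 3) in Pv and 0 counts in the 3 Bl libraries, at least 73.2-fold lower in Bl, and it was also at 0 in Unf2 and Unf3. Its adjusted p was 1 by edgeR's quasi-likelihood test and 0.247 by the likelihood ratio test, which called it without Unf1 (8.43e-05), without Unf2 (0.0353) and without Unf3 (0.0412, range over the 38 alternatives 4.46e-05 to 1). The transcript held 0.35% of the counts of its Trinity gene in Pv. The gene had between 13582 and 16277 counts in the Pv libraries and between 10132 and 24805 in the Bl libraries, a log2 fold change of -0.15 (standard error 0.766), so it was not higher in Pv. In Table S3 the same transcript is annotated as tyrosine-protein phosphatase 99A, so its identity is not settled here.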

Sphingolipids have also been associated with lipid droplet formation, and sphingomyelin phosphodiesterase 1 (TRINITY_DN6531_c1_g1) was upregulated. Although sphingomyelinases do not play a role in autophagy induction, the upregulation of sphingomyelin phosphodiesterase 1 (TRINITY_DN6531_c1_g1) can act in the autophago-lysosomal degradation [64], thus regulating the autophagosome formation. 

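The transcript annotated as SEC22b-B (TRINITY_DN6646_c8_g1_i10) was at 0 in the 3 Pv libraries and in Unf1, and had 5.24, 20.9 and 10.9 counts in Bl1, Bl2 and Bl3, at least 8.98-fold lower in Pv. The adjusted p was 1 by edgeR's quasi-likelihood test and 0.536 by the likelihood ratio test, which called it only without Unf1 (0.0274, range over the 38 alternatives 0.0274 to 1). Its Trinity gene had 59.9 ± 4.3 CPM in Pv and 71.6 ± 9.32 CPM in Bl (SD, n = 3 each), a log2 fold change of -0.26 (standard error 0.257). The transcript annotated as endothelin-converting enzyme 1 (TRINITY_DN6321_c0_g2_i2) had 2.47 ± 1.24 CPM (SD, n = 3) in Pv, 2.11 ± 0.485 CPM in Unf and 0 counts in the 3 Bl libraries, at least 36.7-fold lower in Bl. Its adjusted p was 0.443 by edgeR's quasi-likelihood test, and the likelihood ratio test and DESeq2 called it, as did 18 of the 38 alternatives in all (adjusted p 1.01e-05 to 1). It is 1 of 2 transcripts of its Trinity gene, which had 2.97 ± 2 CPM in Pv and 2.96 ± 2.36 CPM in Bl (SD, n = 3 each), a log2 fold change of -0.010 (standard error 0.79).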

Vesicle transport protein SEC22 (TRINITY_DN6646_c8_g1), a protein implicated in autophagosome biogenesis [65], was downregulated, while endothelin-converting enzyme (TRINITY_DN6321_c0_g2), previously detected in autophagic vesicles [66], was upregulated. Regulation of these genes suggests that *P. vivax* invasion affects regulation of different stages of the autophagic process and includes autophagosome maturation and degradation.

*Plasmodium* invasion of the midgut epithelial cell leads to a number of molecular and morphological changes, including cell death. Vlachou et al. [67] proposed that the first invaded cells undergo apoptosis and are expelled to the lumen, while adjacent cells extend lamellipodia to maintain epithelium continuity. The ookinete reinvades several cells until it reaches the extracellular matrix in order to develop into oocysts, which implies a substantial dynamic rearrangement of the actin cytoskeleton. Division of regenerative cells within the midgut epithelium of an adult female *An. stephensi* in response to *P. falciparum* invasion [68] has been reported. Even so, the extent of apoptosis and the mechanisms by which the integrity of the midgut epithelium is maintained are not yet understood. The detachment-induced apoptosis (anoikis), driven by these morphological changes, can be deleterious to the mosquito and can be compensated by extracellular matrix (ECM) detachment, which induces autophagy [69] mediated by integrin [70]. Integrin are cell surface proteins that interact with the external cellular matrix (ECM), and signal through the cell membrane in both directions. 

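The transcript annotated as integrin beta-PS (TRINITY_DN6333_c5_g2_i4) had 181 counts in Pv1, 60.8 in Pv2 and 0 in Pv3, and was at 0 in the 3 Bl libraries, at least 111-fold lower in Bl. It was also at 0 in Unf3. The transcript's adjusted p was 1 by edgeR's quasi-likelihood test and 0.371 by the likelihood ratio test, which called it without Pv3 (0.0183, range over the 38 alternatives 0.000149 to 1). It is 1 of 25 transcripts of its Trinity gene, the most of the 49 transcripts of Table S2. The gene had 63.9 ± 5.82 CPM in Pv and 51.3 ± 12.5 CPM in Bl (SD, n = 3 each), a log2 fold change of 0.32 (standard error 0.294), the largest on the higher side among the genes of Table 2.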

*Plasmodium vivax* infection of the midgut positively regulated the expression of this gene (TRINITY_DN6333_c5_g2).

The *Drosophila* epidermal growth factor receptor (EGFR) pathway has been implicated in the control of delamination and anoikis of damaged enterocytes following oral bacterial infection [71] and *Serratia marcescens* infection of *An. gambiae* activates the EGFR pathway by modulating the outcome, possibly through synergistic functions in gut homeostasis [72]. 

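The protein spitz transcript (TRINITY_DN1272_c0_g1_i2) had 47 counts in Pv1, 0 in Pv2 and 63 in Pv3, and was at 0 in the 3 Bl libraries, at least 50.5-fold lower in Bl, as well as in Unf2 and Unf3. Its adjusted p was 1 by edgeR's quasi-likelihood and likelihood ratio tests, and it passed the threshold in 0 of the 38 alternatives (adjusted p 0.351 to 1). Its Trinity gene has 2 transcripts, and summed it was not higher in Pv, with 3.71 ± 2.66 CPM against 4.84 ± 1.76 CPM in Bl (SD, n = 3 each) and a log2 fold change of -0.42 (standard error 0.742). The forkhead box protein K2 transcript (TRINITY_DN6571_c0_g10_i7) was at 0 in the 3 Pv libraries and had 10.3 ± 6.33 CPM (SD, n = 3) in Bl and 6.44 ± 5.94 CPM in Unf, at least 89-fold lower in Pv than in Bl. The adjusted p was 0.443 by edgeR's quasi-likelihood test, the likelihood ratio test and DESeq2 called it, and it passed the threshold in 18 of the 38 alternatives (adjusted p 1.93e-09 to 1). The whole Trinity gene had 23.8 ± 7.77 CPM in Pv and 25.8 ± 8.49 CPM in Bl (SD, n = 3 each), a log2 fold change of -0.12 (standard error 0.361).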

Spitz (TRINITY_DN1272_c0_g1), the ligand of EGFR, was upregulated with infection and Forkhead box K2 (TRINITY_DN6571_c0_g10_i7) which can inhibit EGRF in 769-P cells [73], which suggests that the EGFR pathway is activated following *P. vivax* infection. This probably contributes to gut hemostasis through autophagy. Subcellular localization of the EGFR seems to be determinant on the effect on autophagy, being either an inhibitor or stimulant [74].

### Treatment of mosquitoes with autophagy inhibitor

In order to evaluate the autophagy effect on the outcome of *P. vivax* infection in *An. aquasalis*, the mosquitoes were treated prior to infection with the autophagy inducer spermidine, or an autophagy inhibitor wortmannin.

When mosquitoes were treated with the autophagy inducer spermidine, the infection prevalence (IP) and infection intensity (II) were significantly lower: IP: Mann–Whitney U-test: *U* = 10196, *P* < 0.0001; II: Unpaired t-test: *t*_(12)_ = 3.913, *P* = 0.0021). A reduction of 44.9% (58.6 to 32.3%) in IP and of 47% in II (25.7 to 13.6%) was observed. Wortmanin treatment resulted in a 54.3% reduction in IP and a 65% reduction in II when higher doses were used, while the 0.05 µM doses resulted in a low reduction (7.9%) of IP and a 5.9% increase in II (IP: Mann-Whitney U-test: W-5 µM*control, *U* = 1351, *P* = 0.0002; W-0.05 µM*control, *U* = 7000, *P* = 0.2357); II: t-test: W-5 µM*control, *t*_(4)_ = 2,528, *P* = 0.0648; W-0.05 µM*control, *t*_(12)_ = 0.4003, *P* = 0.6960) (Fig. 5).

**Fig. 5:**
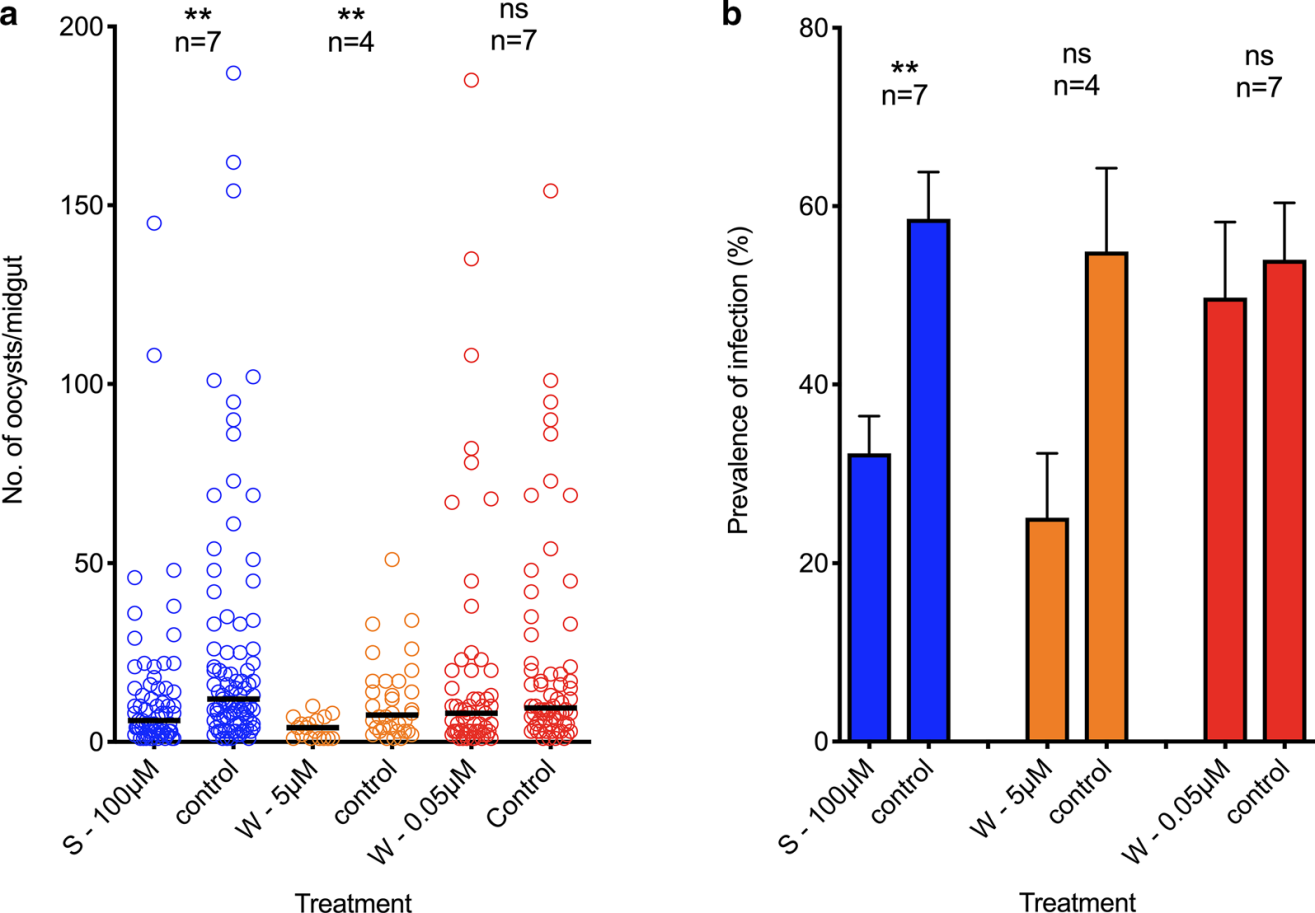
The effect of spermidine and wortmannin treatment during *Plasmodium vivax* infection of *Anopheles aquasalis*. **a** Infection Intensity. Dotted values represent individual oocyst counts/midgut. Horizontal lines represent the median number of oocysts per midgut. The Mann–Whitney U-test was used to compare the intensity of infection. **b** Prevalence of infection. t-test was used to compare average prevalence of infection. **P < 0.001. *Abbreviations*: ns, not significant; S, spermidine; W, wortmannin; n, number of independent experiments

The differences between the two doses of wortmannin are probably a consequence of the drug mode of action. Wortmannin is a PI3-kinase inhibitor, therefore, as autophagosome formation requires class III PI3-kinase activity, it is normally used to study the effect of autophagy inhibition. Nonetheless, wortmannin can also inhibit class I PI3-kinase activity (which inhibits autophagy) and can also inhibit mTOR (an autophagy-inhibitory molecule) [75]. Furthermore, wortmannin can also act on the parasite and interfere with its development [76].

Spermidine is a polyamine that stimulates autophagy, both through mTOR-independent or dependent mechanisms [77] and its administration to mosquitoes produces a significant reduction in *P. vivax* infection after treatment. Polyamine biosynthesis inhibitors cause growth arrest of *P. falciparum* blood stages *in vitro* but show no effect on survival of mice infected with *P. berghei* (reviewed in [78]). Despite these data, polyamide biosynthesis seems to be fundamental for sporogonic cycle completion. Targeted deletion of the enzyme AdoMetDC/ODC from *Plasmodium yoelii* blocks transmission to the mosquito *An. stephensi*, which could not be rescued by supplementation with spermidine [79]. This information reinforces that spermidine is acting on the mosquito rather than the parasite. Our data demonstrated a significant reduction in *P. vivax* infection after spermidine treatment in *An. aquasalis*, which, together with the data obtained using low wortmannin treatment, suggests that autophagy can control *P. vivax* infection in *An. aquasalis.*

### Expression of autophagy genes following *Plasmodium vivax* infection and treatment with autophagy suppressor and inhibitor

To further characterize the role of autophagy in the mosquitoes treated with autophagy inhibitor in response to *Plasmodium* infection, qRT-PCR was used to quantify the changes in gene expression in response to a *P. vivax*-infected blood meal. A differential expression analysis of several autophagy genes, including *DRAM*, *Apg8* and *Beclin*, during inhibition and activation of autophagy, was performed. Atg8 protein, formerly known as Apg8/Aut7 is part of a group of proteins that control autophagy, many of which also participate in direct cytoplasm-to-vacuole transport of proteins [80, 81]. Among the genes that promote autophagy is the damage-regulated autophagy modulator (*DRAM*-1), which belongs to an evolutionarily conserved family of proteins that encodes for a lysosomal protein that is required in order to induce autophagy [82, 83], and Beclin-1, which is part of a Class III phosphatidylinositol 3-kinase complex that is thought to be important in mediating localization of other Apg proteins to pre-autophagosomal structures [60].

No major differences were observed in expression of these genes after treatment with both drugs when compared with infection without treatment (Fig. 6). This is in-line with RNAseq data where transcription alterations of these genes were not detected. 

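Among the transcripts annotated in the 1537 rows of Table S4 used here, 1 is annotated as a Beclin-1-like protein (TRINITY_DN11771_c0_g1_i1), and it is the only transcript of its Trinity gene. It had 6.57 ± 1.09 CPM (SD, n = 3) in Pv, 7.51 ± 2.74 CPM in Bl and 7.08 ± 1.48 CPM in Unf. Its log2 fold change between Pv and Bl was -0.19 (standard error 0.357, adjusted p = 1 from edgeR's quasi-likelihood test). This is within the spread between replicates, and without Bl2 it was 0.13. A transcript annotated as DNA damage-regulated autophagy modulator protein 2 (TRINITY_DN13434_c0_g1_i1), which was chosen after its annotation had been seen, had 8.67 ± 1.99 CPM (SD, n = 3) in Pv and 8.77 ± 3.47 CPM in Bl, a log2 fold change of -0.0089 (standard error 0.356), and 0.35 without Bl1. Both transcripts had an adjusted p of 1 in all 38 alternatives. No transcript annotated as Apg8 was among the rows used, and Apg8 was not analysed here.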

The major difference in expression was observed for *beclin*, which was downregulated after mosquitoes were treated with spermidine (*P* = 0.0635), suggesting that spermidine is downregulating this gene while exerting a negative effect on *P. vivax* sporogonic development.

**Fig. 6:**
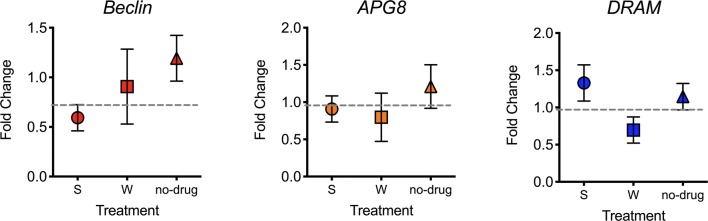
Expression of *Beclin*, *DRAM* and *Apg8* in response to *Plasmodium vivax* infection and treatment. *An. aquasalis* mosquitoes were treated with the autophagy inducer spermidine (S) and wortmannin (W) an inhibitor prior to infection and fed with *P. vivax* blood. Midguts were dissected (18–24 h) and *Beclin*, *Apg8* and *DRAM* abundances were measured by qRT-PCR and normalized to S7

## Conclusions

Our results clearly indicate that autophagy is regulated by *P. vivax* invasion of the mosquito midgut epithelium. A vast number of genes associated with autophagy were regulated by infection of which 60% were upregulated. Furthermore, when autophagy was inhibited by spermidine, we observed a significant reduction of the prevalence and intensity of infection. In view of our results, we propose that when ookinetes invade the midgut cells they trigger host cell morphological rearrangement, with actin and microtubule remodelling and production of nitrogen and oxygen radicals and possible cell death. To counterbalance invaded epithelial cell death/extrusion and other injuries parasites, could trigger an autophagic mechanism that would restrain parasite development, possibly through GPCR signalling Methuselah, the increase of intracellular trehalose, and detachment from the excellular matrix. This effect was apparent by the regulation of genes that could be assigned to the different stages of autophagy (initiation, nucleation, elongation/closure and maturation degradation) [84]. Autophagy triggered by *Plasmodium* invasion in epithelial midgut cells is a novel mechanism for mosquitos in order to fight *Plasmodium* infection.

## Additional files

**Additional file 1: Table S1.** List of primers used in qRT-PCR analysis.

**Additional file 2: Table S2.** Lists of differentially transcribed genes Pv × Bl_FDR < 0.05. **Table S3.** Lists of differentially transcribed genes Pv × Unf_FDR < 0.05. **Table S4.** Lists of differentially transcribed genes Pv × Bl_Total. **Table S5.** Lists of differentially transcribed genes Pv × Unf_Total.

**Additional file 3: Figure S1.** Validation of RNAseq analysis using qRT-PCR. Gene expression values for eight genes obtained by RNAseq were plotted against the corresponding averages of three qRT-PCR-derived gene expression values from biological replicates. The Pearsonʼs correlation coefficient (0.874) and the best-fit linear-regression analysis *R*^2^ = 0.7663 demonstrated a good degree of correlation between gene expression determined by each assay. Genes used for validation: TRINITY_DN4493_c0_g1_i2, TRINITY_DN5277_c0_g1_i2, TRINITY_DN5911_c0_g1_i4, TRINITY_DN6055_c0_g1_i13, TRINITY_DN6039_c0_g1_i17, TRINITY_DN6296_c2_g1_i5, TRINITY_DN6531_c1_g1_i4, TRINITY_DN6536_c2_g8_i1.

## Data Availability

The datasets supporting the conclusions of this article are included within the article and its additional files.

## Abbreviations

RNAseq: RNA sequencing
cDNA: complementary DNA
WHO: World Health Organization
ATG: translation of autophagy
MFA: membrane feeding assay
DMSO: dimethyl sulfoxide
PBS: phosphate buffered saline
RT-qPCR: quantitative reverse transcription PCR

# Supplementary material for: Anopheles aquasalis transcriptome reveals autophagic responses to Plasmodium vivax midgut invasion
**Source:** Parasit Vectors. 2019 May 24;12:261. doi: 10.1186/s13071-019-3506-8
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. List of primers used in qRT-PCR analysis.

**Additional file 1: Table S1. List of primers used in qRT-PCR analysis**

| **Gene name** | **Assecion (Vectorbase)** | **Forward (5’-3’)** | **Reverse (5’-3’)** |
| --- | --- | --- | --- |
| S7 | GAMD01002944.1 | CCTGGAGGATTTGGTCTTCC | TGGTCTGCTGGTTCTTGTCC |
| **Validation of RNAseq analysis** | | | |
| TRINITY_DN4493_c0_g1_i2 |  | CCGAGGTGATCAAATCGTGT | GCATCGAGCGCTATCTTGAC |
| TRINITY_DN5277_c0_g1_i2 |  | TCTTCGTCCGTATTGGATGC | CTCATCTTGTCCCACCAGGA |
| TRINITY_DN5911_c0_g1_i4 |  | TGGAATCAGAGGATGGATGC | AGGCCCCACTTGTCTTTGTT |
| TRINITY_DN6055_c0_g1_i13 |  | ACAGCAGCAAAAGAGGACCA | TGTCGTTGGATTTGGTGTCA |
| TRINITY_DN6039_c0_g1_i17 |  | GATCCAAGCAACCTGGATGA | AGCCCACTCTCCTCGAACTC |
| TRINITY_DN6296_c2_g1_i5 |  | CCAGGGATCGTACAGTGGAA | GCTCGACCGCGTAGTTACAG |
| TRINITY_DN6531_c1_g1_i4 |  | GTCCGATTGTTTCAGCGTGT | GAACTGGGCACTGATGGTGT |
| TRINITY_DN6536_c2_g8_i1 |  | CTACCAACCAGCTGCTCCAG | ACATCCAACCGTTCTTCACG |
| **Autophagy related genes** | | | |
| BECLIN-1 | GAMD01002333.1 | ACCGATACCCTGCTCGAACT | ATCCGTGGTTTCCAGCTTCT |
| DRAM | GAMD01002749.1 | GCTGGTGAAGCAGAATCGTC | GCGACGAGCACTTTTTGTTC |
| APG8 | GAMD01002572.1 | CGGAAGACGCACTGTTTTTC | CTCCTCATGATGCTCGTGGT |
|  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

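Midgut RNA of Anopheles aquasalis was measured in 9 libraries, 3 each of mosquitoes fed on P. vivax blood (Pv), on such blood with inactivated gametocytes (Bl) and of unfed mosquitoes (Unf). The deposited values are expected counts per assembled transcript, which the authors made by trimming the reads with Trimmomatic, assembling them with Trinity, aligning them with Bowtie2 and estimating expected counts with RSEM. These values had not been normalized, and each column is 1 library. No column of values per library was left unused (0 columns). Each library was assigned to its group by the label of its column.

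The expected counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. TMM factors were computed over the transcripts with more than 1 CPM in at least 2 libraries. Each comparison was a contrast of 2 groups in edgeR's quasi-likelihood test on all 9 libraries, with Benjamini-Hochberg adjustment over the 14529 transcripts tested. A transcript was called at an adjusted p below 0.05 and an absolute log2 fold change above 1. Log2 CPM for correlations used a prior count of 2. The standard errors given with edgeR's log2 fold changes are back-calculated. Each is the absolute log2 fold change divided by the square root of the test statistic. DESeq2 1.42.0 was run as an alternative, limma 3.58.1 was loaded with edgeR, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Counts were also summed over the transcripts of each Trinity gene, which were tested in the same way. The tests were tried on simulated data, with counts drawn for these libraries and 200 transcripts changed by known amounts.

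Where all 3 libraries of a group were at 0, the fold is a lower bound against a floor of 3 counts over the group. A fitted log2 fold change of such a transcript depends on the prior count and is not a bound. The bounds cover counting error and not the variation between pools of mosquitoes. RSEM divides reads that match several isoforms, so counts of single isoforms are uncertain, and the sum over a Trinity gene removes the part from division within it. Some sums are not whole numbers either, such as 972.58 in Pv1 for the gene of SEC22b-B. There reads were also divided between Trinity genes, and such sums keep that uncertainty.

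The tests, the thresholds, the filter, the alternatives and the rule for which transcripts are named were set before the data were examined, apart from those said to be chosen later. The alternatives were edgeR's likelihood ratio test, DESeq2, robust quasi-likelihood estimation, relative log expression size factors, 3 other filters, a fit on only the 6 libraries compared, a block of replicate number, counts not rounded, libraries thinned to the smallest total, counts summed per Trinity gene, each of the 9 libraries left out in turn, and the likelihood ratio test combined with most of these. Named are the transcripts that the paper names by identifier in its text, Table 2 or Table S1, whose values in its tables had been seen, the transcript annotated as Beclin-1-like, and, since no transcript passed the threshold of the quasi-likelihood test, the 3 with the smallest p in each comparison. The transcripts annotated as DNA damage-regulated autophagy modulator protein 2 and glycophorin-C, and the alternatives for named transcripts between Bl and Unf, were added later. Random draws used the seed 20190524.

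The lists of Tables S2 and S3 and the 1537 rows held of Table S4 were used for annotations and for comparison. The qRT-PCR, spermidine and infection experiments were not analysed here, and transcripts were not placed on a genome.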

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

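The tests on splits of Trinity genes and on the transcript cluster DN6624 were chosen only after the values were seen.

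The paper does not report the comparison of Bl with Unf. Between these groups the likelihood ratio test called 202 transcripts, 148 higher and 54 lower in Bl, and DESeq2 301, whereas edgeR's quasi-likelihood test called 0, with 1085 transcripts at an unadjusted p below 0.05. Bl and Unf did not overlap in 1816 of the tested transcripts (12.5%, against 10% by chance, and 1813 with rounded counts). Of 10 splits of these 6 libraries into 3 and 3, 2 gave as many calls by the likelihood ratio test, the real split included. The splits alone cannot exclude chance, since 10 of them allow no smaller share than 1 of 10. With counts summed per Trinity gene, the real split had 298 calls, the split with Bl1, Bl2 and Unf2 on 1 side 777, and each other split 0 to 9. The correlation of the log2 fold changes of Pv and of Bl against Unf was 0.606, above the 0.466 to 0.507 of sets simulated without any group difference. By the quasi-likelihood test all 10 gave as many, which decides nothing, since the real split had 0 calls. On transcripts, the split with Bl1, Bl2 and Unf2 gave 974 calls. Leaving out Bl3 raised the count of the likelihood ratio test to 489, 236 higher and 253 lower in Bl. Leaving out Unf3 raised it to 376, 300 higher and 76 lower, while leaving out Bl1 lowered it to 73, Unf1 to 90 and Bl2 to 121. Only without Bl3 were fewer calls higher than lower. A blood meal is the difference that the design names, and it was not tested apart from the other differences between these groups.

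The beta-galactosidase transcript (TRINITY_DN5949_c0_g1_i2) was higher in Bl than in Unf, with a log2 fold change of 4.26 (standard error 0.489), every Bl library above every Unf library and an adjusted p of 0.137 from edgeR's quasi-likelihood test (range over the alternatives 3.61e-13 to 0.847). Leaving out each library in turn, the log2 fold change stayed between 4.07 and 4.57. Its Trinity gene had 3.56 (standard error 0.617), so the division of reads among isoforms does not account for the difference. The transcripts with the next smallest p were annotated as La-related protein 1 (TRINITY_DN6253_c2_g5_i5), at least 59.1-fold higher in Bl, and TLD domain-containing protein 1 (TRINITY_DN5863_c0_g1_i4), at least 82.7-fold higher. Their Trinity genes were lower in Bl, by log2 fold changes of -1.27 (standard error 0.422) and -0.19 (standard error 0.3).

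A set of 58 transcripts whose identifiers begin with DN6624, which the paper does not discuss, took between 4.58% of the counts in Unf2 and 37.4% in Pv3. The shares were 16.9%, 23.7% and 37.4% in Pv, 19.3%, 8.93% and 36.4% in Bl, and 29%, 4.58% and 32.9% in Unf. They overlapped between the groups (Pv against Bl, exact permutation test, p = 0.7, the smallest possible being 0.1), so the groups cannot be told apart with 3 libraries each. Bl1, Bl2 and Unf2 make the split with 974 calls. Without these transcripts it gave 1026 calls and the real split 187, which argues against the cluster's own counts as the reason for that split. The origin of these transcripts was not tested.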

How the results depend on the processing

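The alternatives for the transcript annotated as DNA damage-regulated autophagy modulator protein 2 (DRAM-2) and for transcripts named between Bl and Unf were chosen after the data were seen. In all, 38 alternatives were run, 18 of which leave out a library. Counts below are in the order Pv against Bl, Pv against Unf, Bl against Unf, called in both Pv comparisons, and called among the 24 of Table 2.

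The quasi-likelihood test in edgeR called 0 in each, and also with robust estimation, other size factors, each other filter, counts not rounded or thinned libraries. On the 6 libraries compared it called 1 between Pv and Unf (TRINITY_DN6253_c2_g5_i4, adjusted p 0.0328). The likelihood ratio test called 20, 292, 202, 13 and 6, and DESeq2 41, 520, 301, 26 and 10. With the likelihood ratio test, the counts were 20, 292, 192, 13 and 6 with relative log expression factors, 16, 196, 144, 11 and 5 with no filter, 22, 278, 188, 15 and 7 with the filter in at least 3 libraries, 24, 293, 205, 16 and 7 with edgeR's own filter, 37, 360, 143, 11 and 9 on the 6 libraries compared, and 17, 295, 232, 10 and 5 on thinned libraries. Summed per Trinity gene, it called 0 between Pv and Bl, 445 between Pv and Unf and 298 between Bl and Unf. The cause of these changes was not tested.

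Leaving out each library, with either test, the calls between Pv and Bl ran from 0 to 98 (likelihood ratio test without Bl3), between Pv and Unf from 0 to 436 (without Unf3), between Bl and Unf from 0 to 489 (without Bl3), in both from 0 to 33 and among the 24 from 0 to 11. The quasi-likelihood test called 2, 1 and 3 without Bl3 and 0, 6 and 9 without Unf3.

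With the replicate number as a block, the quasi-likelihood test called 0 in each comparison, and the likelihood ratio test 34, 395, 233, 22 and 10. The correlations of same-numbered libraries' deviations from their group means were 0.14 to 0.33 for numbers 2 and 3 but -0.0076, -0.049 and -0.11 for number 1. The numbers were therefore not taken to pair the libraries, but those of numbers 2 and 3 may still have something in common. The share of the DN6624 transcripts was the highest of its group in Pv3 (37.4%), Bl3 (36.4%) and Unf3 (32.9%). The splits of libraries and the 10% expected by chance do not allow for this. An exchange of Bl1 and Bl2, raised below as possible, would change the Bl pairs of numbers 1 and 2. The correlations were not recomputed for it, so pairing by number stays open. The log2 fold change of DRAM-2 was 0.026 with the block in the quasi-likelihood test and 0.031 in the likelihood ratio test.

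Since 44 of the 49 transcripts have a group at 0, no alternative on transcripts that keeps a library with their counts can turn their direction. It stayed that of Table S2 for 49 in the alternatives on transcripts, apart from plastin-3 without Bl3, which left 48 and no value for plastin-3. Summed per Trinity gene, 29 kept it. Of the 111 of Table S3, 110 had the sign of the table in the other alternatives on transcripts, 84 when summed per Trinity gene, and 107 (without Pv3 or Unf3) to 111 (without Pv1 or Unf1) when a library was left out. The Trinity genes of these transcripts had the other sign in the quasi-likelihood and likelihood ratio tests: TRINITY_DN6165_c5_g1_i4 0.116 and 0.116, TRINITY_DN5975_c0_g1_i2 -0.367 and -0.368, TRINITY_DN4493_c0_g1_i2 0.0021 and 0.0019, TRINITY_DN6090_c5_g3_i2 0.304 and 0.304, TRINITY_DN6296_c2_g1_i5 0.226 and 0.227, TRINITY_DN5911_c0_g1_i4 0.257 and 0.256, TRINITY_DN6039_c0_g1_i17 0.0208 and 0.0208, TRINITY_DN6021_c0_g3_i1 0.0345 and 0.0319, TRINITY_DN6531_c1_g1_i4 -0.153 and -0.153, TRINITY_DN6321_c0_g2_i2 -0.0105 and -0.0032, and TRINITY_DN1272_c0_g1_i2 -0.415 and -0.400. Against Unf, the gene of TRINITY_DN6253_c2_g5_i5 had -1.412 and -1.413 for Pv and -1.269 and -1.27 for Bl, and that of TRINITY_DN5863_c0_g1_i4 -0.191 and -0.193 for Bl.

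DRAM-2 lay near 0 and also had the other sign in the likelihood ratio test (0.0072), DESeq2 (0.032), the likelihood ratio test with relative log expression factors (0.017), the filter in at least 3 libraries (0.0042) and edgeR's own filter (0.0050), and summed per gene (0.010 and 0.024). Leaving out libraries, it ran from -0.20 to 0.35, the Beclin-1 transcript from -0.42 to 0.15 (above 0 only without Bl2), and glycophorin-C between Pv and Bl from -0.95 to 0.081. Depth limits what a count of 0 shows most in Bl1.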

Differences from the paper's values

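Only the comparison with the direction turned was chosen after the result was seen. The alternatives named here were set before the data were examined.

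The paper gives 49 transcripts between Pv and Bl, 34 higher and 15 lower, and edgeR's quasi-likelihood test called 0, 0 higher and 0 lower (240 at an unadjusted p below 0.05). The likelihood ratio test, the nearest to the paper's, called 20, and 22 with the filter in at least 3 libraries. Of the 38 alternatives, 7 came within 1.5 times the paper's 49: DESeq2 (41), and the likelihood ratio test on the 6 libraries compared (37), with a block of replicate number (34), and without Pv1 (43), Pv3 (39), Bl1 (49) or Unf2 (33). None came within 1.5 times the paper's 34 higher as stated. With the direction turned, as the signs of Table S2 are (15 higher and 34 lower), a comparison chosen after the values were seen, 5 of the 38 came within 1.5 times on both sides: DESeq2 (13 higher and 28 lower), and the likelihood ratio test on the 6 libraries compared (14 and 23) and without Pv1 (14 and 29), Pv3 (14 and 25) or Bl1 (17 and 32). Of the 49 transcripts of Table S2 these called 22, 26, 18, 16 and 19, and left out the rest. For the paper's 15 lower 12 did, all with the likelihood ratio test: alone (14), with relative log expression factors (14), no filter (11), the filter in at least 3 libraries (16), edgeR's own filter (17), the block (21), thinned libraries (12), and without Pv2 (19), Bl2 (22), Unf1 (19), Unf2 (22) or Unf3 (12). The other alternatives did not.

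The paper gives 111 transcripts between Pv and Unf, 65 higher and 46 lower, and the quasi-likelihood test called 0, 0 higher and 0 lower (1347 at an unadjusted p below 0.05). The likelihood ratio test called 292, and 278 with the filter in at least 3 libraries. Of the 38 alternatives, the likelihood ratio test without Pv2 (136, of which 92 higher and 44 lower) and without Unf1 (158, of which 95 higher and 63 lower) came within 1.5 times these numbers. For the paper's 46 lower, so did the likelihood ratio test with no filter (68) and without Pv3 (60). Some fitted log2 fold changes of the 111 were far smaller in size than in Table S3, such as 0.11 against 10.56 for TRINITY_DN6180_c2_g1_i2, and others lay close to it.

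The paper gives 24 transcripts exclusive to Pv against Bl and 86 exclusive to Pv against Unf, and the quasi-likelihood test called 0 in each. The likelihood ratio test on the 6 libraries compared (26) and without Bl1 (23) came within 1.5 times the former, and without Pv2 (117) the latter, of 38 alternatives. Tables S2 and S3 themselves leave 25 and 87 transcripts in 1 table only.

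Of the 49 transcripts of Table S2, the paper gives 34 as upregulated and 15 as downregulated. Here 15 were higher and 34 lower in Pv, as are the signs in Table S2. Only the sums per Trinity gene, by both tests in edgeR, brought the higher ones (25) within 1.5 times the paper's, and no alternative the lower ones. Of the transcripts associated with autophagy, the paper gives 60% as upregulated, and here 37.5% were higher, or 50% summed per Trinity gene by both tests, the only alternatives that came within 1.5 times. The shares of 60% and 44.1% that are associated with autophagy, among the higher and the lower, were the same as the paper's.

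The paper describes the LRR-containing protein 58 transcript (TRINITY_DN6165_c5_g1_i4) as higher in infected mosquitoes. It was at 0 in all 3 Pv libraries and lower than in Bl, which is also its sign in Table S2. Of the transcripts of Table 2, methuselah receptor 6 and prominin have counts in both groups after rounding, and their log2 fold changes of -3.005 (standard error 1.46) and 2.77 (standard error 0.99) lay within a standard error of the paper's -3.20 and 3.40. The other 22 have a group at 0, where fitted values depend on the prior count and only a lower bound can be given. Summed per Trinity gene, 9 of the 24 had the other sign.

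The paper's text gives mean reads of 56217833, 45546489 and 46523955 for Pv, Bl and Unf in this order, and its Table 1 has 45546489 as the mean of Pv and 56217833 as that of Bl. In the logCPM column of Table S2, prominin has 15.61 and SEC22b-B 14.79, where the log2 of the mean CPM was 3.56 and 0.52. The other 47 transcripts lay within 0.29 of it.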

Other observations

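The tests on Unf3, on counts in Bl1 and Bl3, on a library at 0 beside a replicate with counts, on splits of Trinity genes and on the reads of Bl1 and Bl2 were chosen only after the values were seen. The glycophorin-C test was set from the annotation in Table S3, before its counts were seen.

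The 49 transcripts of Table S2 differ between Pv and Bl by a median fitted log2 fold change of 8.75 in size. Reads of a Trinity gene divided differently among its isoforms is a candidate explanation: the genes' median absolute log2 fold change was 0.14 (0.143), and the summed sibling isoforms moved the opposite way in 41 of 49. Among transcripts with a mean of 5 to 20 CPM, 496 of 2299 from genes of 2 or more transcripts (21.6%) had a library at 0 beside a replicate with at least 10 counts, compared with 11 of 1521 (0.723%) from genes of 1 transcript. Among the 49 themselves, 21 had this pattern within Unf. Depth of the Bl libraries was argued against for 24 of the 31 transcripts at 0 in all 3 Pv libraries. These 24 had counts in Bl1, which has fewer counts than any Pv library. The rest of the 31 were at 0 in Bl1, so this test does not cover them. For the 13 at 0 in all 3 Bl libraries depth was argued against too. At the rate of the Pv libraries Bl3, the library with the most counts, would hold at least 33.4 counts of each and holds 0. The 5 of the 49 without a group at 0 in all 3 libraries were not tested for depth. All 49 kept their direction in libraries thinned to the smallest total, but this decides nothing, since a group at 0 stays at 0. A switch of isoforms by infection stays open, and was not tested.

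All 10 splits of the Pv and Bl libraries into 3 and 3 gave at least as many calls as the real one by the likelihood ratio test, where the real split had 20 calls and the others 23 to 149. For Pv and Unf, 1 of 10 did, the real one (292 calls, others 3 to 145). By the quasi-likelihood test 10 of 10 splits gave as many in either comparison, which decides nothing, since the real splits had 0 calls. In 20 simulated sets without a group difference the likelihood ratio test called a median of 26.5 between Pv and Unf (range 17 to 48). Summed per Trinity gene, the real split of Pv and Unf had 445 calls and the others 0 to 5. The splits alone cannot exclude chance, since 10 of them allow no smaller share than 1 of 10.

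The likelihood ratio test called 13 transcripts in both Pv comparisons, where simulated libraries with no group difference gave 2 to 10. Of the 49 transcripts with the smallest p between Pv and Bl, 17 were among the 111 with the smallest p between Pv and Unf, and the simulated sets gave a median of 15 (range 10 to 24). The 13 lay above the simulated range, as did the correlation of 0.532 between the 2 comparisons, against 0.49 to 0.528. The 17 lay within its range. The simulated sets also had only 17 to 48 calls between Pv and Unf, against 292 here, so fewer calls could coincide in them. For these reasons, what the shared libraries contribute and what infection contributes cannot be told apart here.

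The transcript annotated as glycophorin-C, a protein of human red cells (TRINITY_DN2812_c0_g1_i1), had at least 16 counts in each of the 6 blood-fed libraries and 0 in the 3 unfed ones. RNA of the blood meal may be its source, but a mosquito transcript that rises after blood would show the same counts, so the 2 cannot be told apart.

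Bl1 had 12.6 and Bl2 81.5 counts per 100 reads of Table 1, where 6 other libraries had 30.7 to 33.6. If the reads that Table 1 gives for Bl1 and Bl2 are exchanged, the ratios become 33.1 and 31.1, within that range, so an exchange of these 2 labels between Table 1 and the counts may be the explanation. Library names here follow the columns of counts, and nothing was relabelled. Both libraries are Bl, so only the replicate number would change, which enters the block and the correlations of same-numbered libraries. Unf2, with 17.6, is not covered, and no biological explanation was tested.

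In 45 Trinity genes, every blood-fed library lay above Unf1 and Unf2, with a blood-fed median of at least 20 CPM and at least 10 times their mean. In Unf3 these genes lay at a median of 19.2% of the way from the unfed to the blood-fed level (quartiles 14.3% and 24.4%), and 44 of 45 lay above both other unfed libraries after scaling, which argues against the depth of Unf3. Bl3, taken in the same way among the blood-fed libraries, lay at a median of 44.2% (quartiles 31.7% and 62.4%, 46 genes), and the other 5 at 72.1% to 139%. The correlation of Bl3 with Unf3 per Trinity gene, 0.974, was the highest of all pairs of libraries. What sets Bl3 apart was not tested. The same choice gave 6 genes for Unf1 (median -8.2%) and 10 for Unf2 (median -0.211%). The quartiles of Unf3 lay a factor of 1.71 apart, and RNA or reads of blood-fed midguts in Unf3 may be the explanation, a hypothesis found and tested on the same data. Against it as the whole explanation, the 34 genes at least 4 times lower after blood lay at 72.8% of the way, but this choice also moved Unf1 (47.3%) and Unf2 (29.5%), so that test decides nothing. The glycophorin gene had 3 counts in Unf3, where 8.57 would correspond to the median share. Some unfed mosquitoes of another state in that pool stay open. Without Unf3, the likelihood ratio test called 436 transcripts between Pv and Unf and 376 between Bl and Unf.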
